# Systematic identification of genes involved in divergent skeletal muscle growth rates of broiler and layer chickens

**DOI:** 10.1186/1471-2164-10-87

**Published:** 2009-02-22

**Authors:** Qi Zheng, Yong Zhang, Ying Chen, Ning Yang, Xiu-Jie Wang, Dahai Zhu

## Abstract

**Background:**

The genetic closeness and divergent muscle growth rates of broilers and layers make them great models for myogenesis study. In order to discover the molecular mechanisms determining the divergent muscle growth rates and muscle mass control in different chicken lines, we systematically identified differentially expressed genes between broiler and layer skeletal muscle cells during different developmental stages by microarray hybridization experiment.

**Results:**

Taken together, 543 differentially expressed genes were identified between broilers and layers across different developmental stages. We found that differential regulation of slow-type muscle gene expression, satellite cell proliferation and differentiation, protein degradation rate and genes in some metabolic pathways could give great contributions to the divergent muscle growth rates of the two chicken lines. Interestingly, the expression profiles of a few differentially expressed genes were positively or negatively correlated with the growth rates of broilers and layers, indicating that those genes may function in regulating muscle growth during development.

**Conclusion:**

The multiple muscle cell growth regulatory processes identified by our study implied that complicated molecular networks involved in the regulation of chicken muscle growth. These findings will not only offer genetic information for identifying candidate genes for chicken breeding, but also provide new clues for deciphering mechanisms underlining muscle development in vertebrates.

## Background

Myogenesis is a very complicated but precisely regulated developmental process whose mal-regulation can cause many neuronal, heart and muscular dysfunction diseases. During the embryonic period, muscle development starts with the emergence of somites. Myogenic precursor cells originated from somites first give rise to myoblasts, which will further undergo proliferation, migrate to their final locations and fuse into multinucleated myotubes, finally differentiate into mature muscle fibres [1]. In general, the final number of muscle fibres is fixed at the end of embryogenesis [2]. Muscle growth after birth is achieved by increase of fibre sizes, which is the consequence of satellite cells fusion to existing fibres [3,4]. Mature muscle fibres exhibit a remarkable plasticity, in response to external stimuli or disease. Physical exercise and mechanical loading are capable of producing significant increase in muscle mass by muscle fibre hypertrophy [5-7]. In contrast, during many disease states, such as cancer, AIDS and diabetes, a dramatic loss of skeletal muscle mass is observed [8]. The broiler (chicken for meat production) and layer (chicken for egg production) chickens are ideal model systems to study the controlling mechanisms of myogenesis rate and muscle cell size. During the past 80 years, genetic selection has been concentrated on high growth velocity and large muscle mass for broilers; in contrast, layers have been selected for egg production. Therefore, even under optimal growth conditions, the body size of layers is still much smaller than that of broilers due to their intrinsic genetic differences. Such unique biological feature of broilers and layers allows us to investigate many interesting questions related to muscle growth control. For example, what makes chicken skeletal muscle fibres grow two or three times faster in broilers than in layers? What is the molecular genetic basis for such growth difference? Due to the high homology of chicken and human protein coding genes, answers to above questions will also shed light on studies of human muscle development regulation.

Many researchers have made great efforts to investigate the divergent muscle growth rates and muscle cell sizes of broilers and layers and attempted to decipher the underlining mechanisms of above phenomena. Some previously published works observed that broilers have higher food intake [9], less activity [10] and lower heat production [11,12] than layers. Broilers also have more muscle fibre cells and larger fibre sizes than layers [13,14]. From the physiological point of view, the neuroendocrine system is an indispensable factor to regulate animal growth. Zhao R. *et al*. found the hypothalamic somatostatin (*SS*) mRNA expression was higher in layers than in broilers whereas the expression of hepatic GH receptor (*GHR*) mRNA was opposite [15]. Cassy S. *et al*. also reported that broilers were less sensitive or responsive to peripheral concentrations of leptin than layers [16]. Several studies demonstrated that the overall whole-body protein turnover rate is lower in broilers compared to layers [17,18]. A few published data showed that layers have higher calpain activity and lower calpastatin activity than broilers [19,20]. At the genetic level, QTL mapping analysis also identified several dozens of QTLs associated with the body mass trait of different chicken breeds on multiple chromosomes [21-23].

Despite these progresses, genome-wide systematic study for the genetic basis and molecular mechanisms implicated in the divergent muscle growth rates between broilers and layers is still lacking. In the present study, we used Affymetrix chicken genome array to systematically identify differentially expressed genes in skeletal muscle tissues between broilers and layers at five posthatch developmental stages. A total of 543 differentially expressed genes were identified between broilers and layers. Functional analysis showed that muscle development related GO terms were enriched among differentially expressed genes. Greater expression ratio of type II to type I fiber genes and more activity of genes related to satellite cell proliferation and differentiation were observed in broilers than in layers, which could be important factors contributing to the divergent muscle growth rates of the two chicken lines. We also identified a few genes whose expression profiles were highly correlated with the growth rates of broilers and layers, and found several metabolic pathways significantly over-presented among differentially expressed genes in broilers and layers.

## Results

### Differentially expressed genes between broilers and layers

Broiler and layer chickens showed significantly divergent skeletal muscle growth rates during development, and the body weight increment difference between broilers and layers is most significant during posthatch 2–6 weeks (see Additional file 1). To identify the underlining molecular mechanisms of the above phenomena, we used Affymetrix Chicken Genome Array to examine the gene expression profiles of broiler and layer skeletal muscle cells at different developmental stages. RNA samples from broiler and layer skeletal muscle cells at posthatch 1 day (1 d), 2 weeks (2 w), 4 weeks (4 w), 6 weeks (6 w) and 8 weeks (8 w) were extracted and used in the microarray experiment. 

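Breast muscle (Pectoralis major) RNA of Arbor Acres broilers, a line bred for meat, and White Leghorn layers, a line bred for eggs, was compared on 30 Affymetrix Chicken Genome Arrays. At each of the 5 ages, RNA of 5 males of a line was pooled, and the pool was hybridised to 3 arrays. The 10 pools are therefore the replicates, and the 3 arrays of a pool are technical replicates. The authors processed the arrays with RMA, which gives log2 signals, and used MAS5 for the calls of present probe sets. The deposited log2 values were taken as they are, and the present calls were not used here. The 96 control probe sets were left out, which leaves 38439 probe sets. Of these, 27168 carry 1 gene symbol, 177 carry several and 11094 carry none, so that 13051 genes are covered. The arrays of a pool were averaged, and limma was fitted to the 10 pool means with age and line as factors, which gives the average difference between the lines over the 5 ages with 5 pools per line. At a single age 1 pool stands against 1 pool, so no test was made there, and the SD of the 3 arrays measures technical error only. The medians of the 30 arrays lay between 4.08 and 4.19 on the log2 scale, and the number of arrays, which come from 10 pools, limits the precision. Of several probe sets of a gene, the one named in the paper or its Additional file 2, read here for the first 301 of its 543 genes, was used, and otherwise the one with the highest mean. Tests of gene lists took the probe set with the highest mean for each gene. In data simulated on these 38439 probe sets, 99 of 100 probe sets with a log2 difference of 1 between the lines and 100 of 100 with one of 2 were recovered, and 20 unchanged probe sets were called, 9.13% of the calls over both sizes at a nominal 5%. The changed probe sets were drawn at random from all, with the same shift at every age. A gene with a wider spread between pools can miss the test at such a difference.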

An average of about 41% chicken genes was detected to be expressed on each microarray. Statistical analysis showed that the signal concordance of three technical replicates at each time point was very high (R^2 ^> 99.8%), indicating that our data contained very limited artificial variance.

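Across probe sets, the R² between arrays of the same pool lay between 95.4% and 98.7% on the log2 scale, with a median of 98.2% over 30 pairs. On the linear scale the range was 96.2% to 99.7% and the median 99.1%. Arrays of different lines at the same age had R² values of 93.3% to 97.8%, with a median of 96.7% over 45 pairs. These are correlations across probe sets, which are not independent replicates. The median SD of a probe set over the 3 arrays was lowest in the layer pool at 4 w, at 0.132, and highest in the layer pool at 6 w, at 0.171 on the log2 scale.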

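Averaged over the 5 ages, 520 probe sets differed between broilers and layers at an adjusted p under 0.05 from limma, 242 of them higher and 278 lower in broilers. The largest increases with 1 gene symbol included DNAJC3, a chaperone of the endoplasmic reticulum, which was 5.85-fold higher in broilers (log2 difference 2.55 ± 0.17 SE, adjusted p = 0.00153), and TIGAR, a regulator of glycolysis, with a log2 difference of 2.13 ± 0.18 (SE, adjusted p = 0.00320). ZYX, which encodes the focal adhesion protein zyxin, was 3.36-fold higher (adjusted p = 0.00126), and the water channel gene AQP3 was 3.39-fold higher (adjusted p = 0.00857). Among the decreases, RCSD1 was 4.23-fold lower in broilers (log2 difference -2.08 ± 0.31 SE, adjusted p = 0.0177), the circadian repressor gene NFIL3 was 3.11-fold lower (adjusted p = 0.00320) and ACE, the angiotensin converting enzyme gene, was 2.64-fold lower (adjusted p = 0.00724). Each of these genes differed in its direction at all 5 ages, which the rule that named the largest differences required. The uncharacterised gene LOC770705 had the largest decrease among probe sets with 1 gene symbol, 25.9-fold (adjusted p = 0.00393). At the thresholds of the paper, an unadjusted p under 0.01 and an average change of at least 1.5-fold, there were 463 probe sets, 215 higher and 248 lower in broilers. Taking the 30 arrays as independent samples gave 3996 probe sets at an adjusted p under 0.05. Without the pools of 2 w, 4 w, 6 w or 8 w the count was 128, 168, 170 or 215, and without replicate 2 of every pool it was 294.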

Using ANOVA method, we identified 543 genes that were significantly differentially expressed (DE) with changes ≥ 1.5 fold and p-value < 0.01 between broilers and layers considering all examined time points. 

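The line differences of NFIL3, ZYX and OXCT1 stood at an adjusted p under 0.05, while those of MUSTN1 and FGFR2, a muscle protein gene and a growth factor receptor gene, did not. In all, 2242 probe sets had an unadjusted p under 0.01 from limma for the difference between the lines over 10 pools, where chance alone gives 384. Of those that also changed at least 1.5-fold, 288 had an adjusted p under 0.05, and the largest adjusted p among them was 0.170.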

The estimated False Discovery Rate (FDR) of DE genes was 0.02%. Among the 543 genes, 366 are known genes and the rest 177 are unknown genes, including ESTs and hypothetical ORFs (Additional file 2). 

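Among the genes that the paper names, MYBPC3, a myosin binding protein of the thick filament, was 2.96-fold higher in broilers (log2 difference 1.57 ± 0.27 SE, adjusted p = 0.0305), the largest increase. The largest decrease was that of FHL2, a LIM domain protein. LOC417663 was lower in broilers, at -0.66 ± 0.13 (SE, adjusted p = 0.0449) on the log2 scale. Of the 55 genes that the paper names and that have a probe set here, 20 passed an adjusted p of 0.05 over all probe sets. The paper chose these genes on the same arrays, so their count is not independent evidence. Of the probe sets at the thresholds of the paper, 355 carry 1 gene symbol, 102 carry none and 6 carry several. Without the age term in the model 1 named gene passed, and with the 30 arrays as independent samples 45 did.

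**Figure D1:**
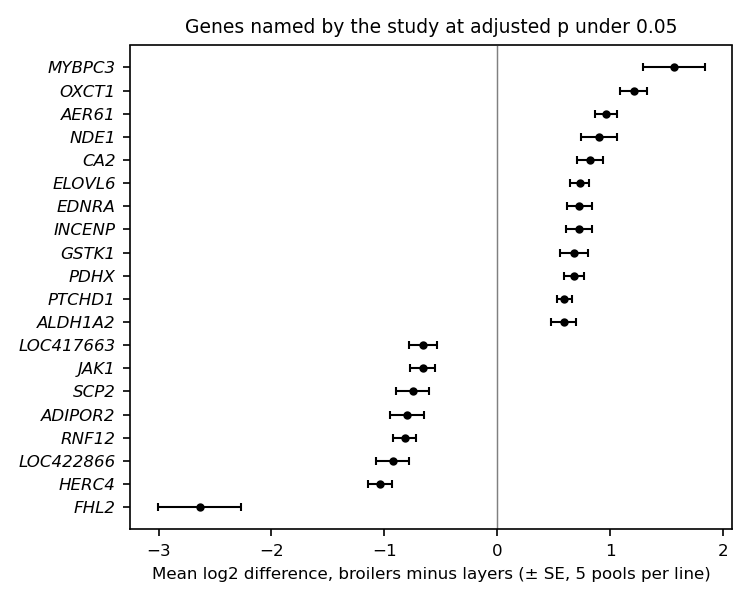
Mean log2 difference, broilers minus layers, with its standard error over 5 pools per line, for the 20 genes named in the paper at an adjusted p under 0.05. Points right of 0 are higher in broilers, with MYBPC3 highest and FHL2 lowest.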

The clustering result demonstrated that majority of DE genes exhibited opposite expression patterns in broilers and layers (Figure 1). 

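RCSD1, which encodes a regulator of actin capping, was 1.71-fold lower in broilers at 1 d and 10.5-fold lower at 2 w. NFIL3 was lower at every age, from 2.48-fold at 1 d to 4.53-fold at 6 w. TIGAR was higher in broilers at every age, from 2.71-fold at 1 d to 6.56-fold at 2 w. Each of these differences was larger than the SD of the 3 arrays of either pool. The rule that named these genes as the largest differences required the same sign at all 5 ages, so their constant direction is no separate result. Of the probe sets at the thresholds of the paper, 399 had the same sign of the difference at all 5 ages. Over all probe sets 13.0% did, where chance gives 6.25%. Those at the thresholds were chosen for their difference on these pools, so their share is not independent of that choice.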

Except for post-hatch 1 d, the expression patterns of the 543 genes were more correlated among samples at different time points of the same chicken line than between different chicken lines.

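COL9A3 and MATN3, genes of the cartilage matrix, were 7.39-fold and 14.6-fold lower in broilers at 1 d. In limma their line difference at 1 d stood apart from that at later ages. In all, 113 probe sets did so at an adjusted p under 0.05, 39 with a difference that was higher at 1 d and 74 with one that was lower. At 1 d this test holds 1 pool of each line, and its spread comes from the pools of the later ages. It therefore measures no spread between pools at 1 d, and what is particular to 1 pool can pass it. Of 21 cartilage and bone genes 19 had a higher signal in the layer pool at 1 d, 10 of them over 2-fold. Over the probe sets at the thresholds of the paper, each centred on its mean, pools of the same line from 2 w on correlated with a median r of 0.61 and a range of 0.43 to 0.76 over 12 pairs. Pools of different lines and ages correlated with a median r of -0.48 over 12 pairs, and pools of different lines at the same age with a median of -0.37 over 4 pairs. The pools at 1 d correlated at 0.55 with each other, and with the later pools of their own line at a median of -0.08 over 8 pairs. These correlations are across probe sets, which are not independent replicates and were called on the same pools, and over all probe sets the medians were 0.27 within a line and 0.10 between the lines. Among probe sets above the median mean signal 8 had a difference at 1 d apart from later ages, and without the intensity trend in eBayes 46 did.

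**Figure D2:**
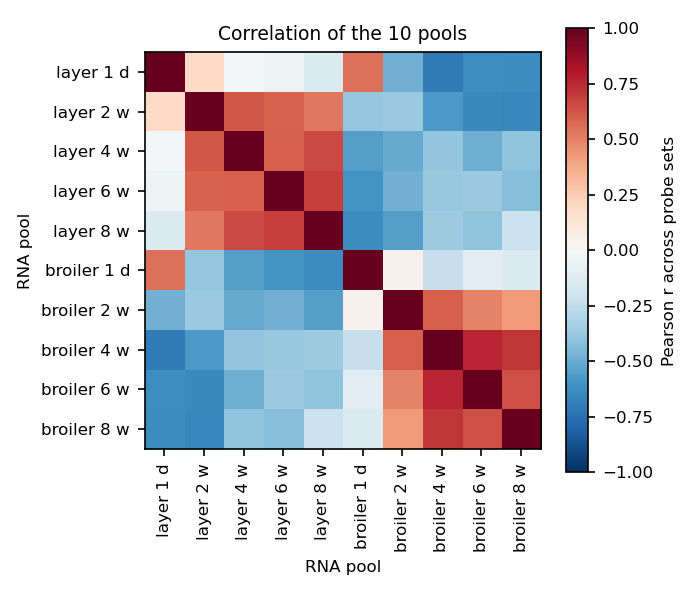
Pearson correlation across the probe sets at the thresholds of the paper between each pair of the 10 pools, after centring each probe set. Pools of the same line from 2 w to 8 w lie between 0.43 and 0.76, and the pools of 1 d correlate at 0.55 with each other.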

**Figure 1:**
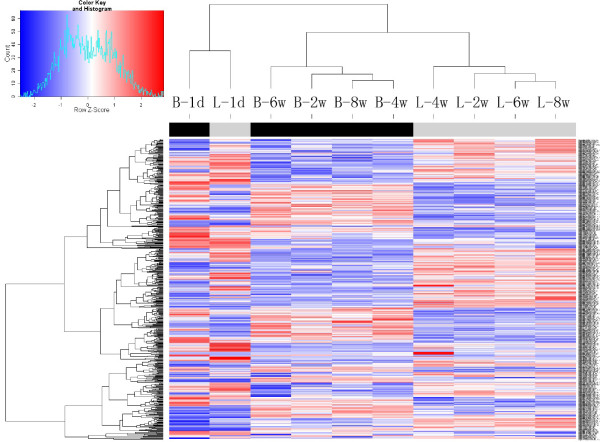
**Heat map of differentially expressed probe sets between broilers and layers across different developmental stages**. Columns marked black at top represent samples from broilers and columns marked light gray at top represent samples from layers. The small figure represents color scales used in the heat map.

To confirm the microarray hybridization results, quantitative real-time RT-PCR (qRT-PCR) was performed on 52 randomly selected DE genes. Among them, 46 (81%) genes exhibited expression patterns consistent with the microarray results (t-test, p < 0.01, see Additional file 3), indicating that our microarray hybridization results indeed reflect the relative *in vivo *expression level of each gene.

To elucidate the correlation between gene expression pattern and the skeletal muscle development difference of broilers and layers, we investigated the functional bias of these differentially expressed genes according to Gene Ontology classifications. 

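Genes of cell proliferation were higher in broilers as a list. Of 36 such genes 34 had a higher mean in broilers, with a median log2 difference of 0.27 (adjusted p = 6.42e-10 from camera, and adjusted p = 0.579 with an estimated correlation). The median was -0.03 at 6 w and 0.18 to 0.43 at the other ages. Markers of endothelial cells were higher and those of nerve lower as lists too (adjusted p = 0.00225 for both, and adjusted p = 0.634 and 0.715 with an estimated correlation). SMC4, a condensin gene, passed over all probe sets at 0.52 ± 0.10 (SE, adjusted p = 0.0376), no member was lower, and 19 were higher and none was lower when adjusted over the list alone. Of 20 genes of sterol synthesis 19 had a higher mean in broilers, with a median of 0.24 (adjusted p = 8.00e-05, and adjusted p = 0.652 with an estimated correlation), none passed over all probe sets and 5 were higher and none was lower when adjusted over the list alone. Of 28 genes of the response to fasting and glucocorticoids CEBPB, a transcription factor, was lower at -0.52 ± 0.09 (SE, adjusted p = 0.0358), none was higher, and none was higher and 3 were lower when adjusted over the list alone. That list had a median of -0.15 (adjusted p = 0.0474, and adjusted p = 0.772 with an estimated correlation), and at single ages medians from -0.85 at 6 w to 0.24 at 8 w. Without the pools of 6 w its adjusted p was 0.634, without those of 1 d 0.0582 and without those of 4 w 0.0559. Of 39 gene lists set before the data were examined, 10 shifted at an adjusted p under 0.05 from camera with a preset correlation of 0.01, 5 up and 5 down in broilers. The paper chose 4 of the 10 on these arrays, its slow-type, metabolic, Fig. 6 and sphingolipid genes, so these are not independent evidence. They also enter the adjustment and rank ahead of the fasting list and the cartilage and bone list. Both of the latter lie just under 0.05, at 0.0474, so their passing leans on the lists of the paper. No list passed with an estimated correlation, and 3 did with fry, which asks whether the genes of a list move one way, the ubiquitin, metabolic and Fig. 6 genes, each chosen by the paper on these arrays.

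**Figure D3:**
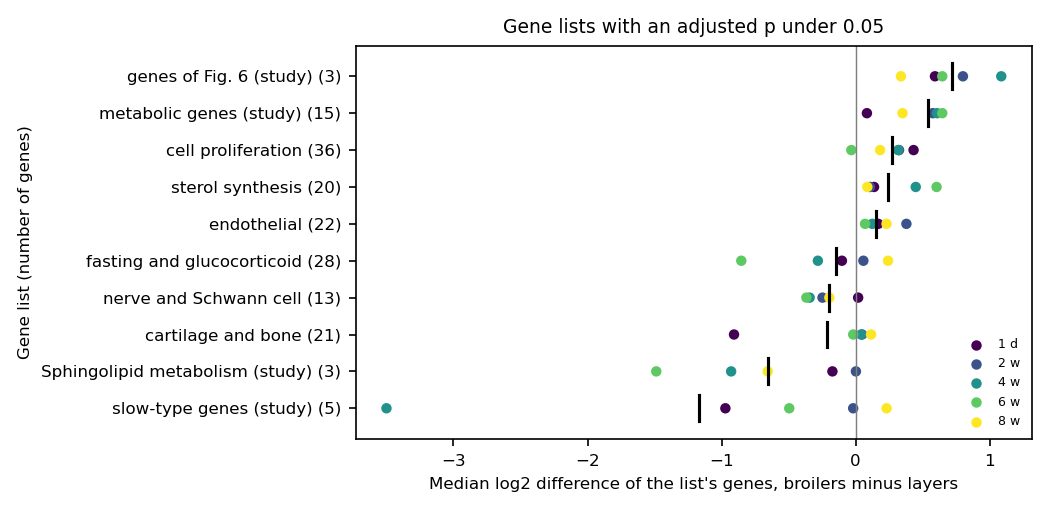
Median log2 difference, broilers minus layers, of the genes of each of the 10 lists with an adjusted p under 0.05 from camera. Black bars are medians over the genes of a list, of the difference of each gene averaged over the ages. Coloured points are the medians at each age, and the slow-type genes of the paper lie at -3.50 at 4 w.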

As expected, majority of enriched GO terms among the differentially expressed genes between broilers and layers were muscle development and metabolic related (Figure 2 and see Additional file 4). Other enriched GO terms were related to cell development, apoptosis and some signalling pathways (Table 1). In addition, immune response related processes were also enriched among the differentially expressed genes. This observation is consistent with the previous report that the immune system of different chicken breeds is very divergent [24].

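Among receptor and signalling genes of the paper, EDNRA, an endothelin receptor, was 1.66-fold higher in broilers (log2 difference 0.73 ± 0.11 SE, adjusted p = 0.0210), and PTCHD1, a patched domain protein, had a log2 difference of 0.60 ± 0.07 (SE, adjusted p = 0.00724). CA2, a carbonic anhydrase, was 1.77-fold higher in broilers (adjusted p = 0.0146). JAK1, a tyrosine kinase of cytokine receptors, was 1.58-fold lower in broilers (adjusted p = 0.0254). EDNRB, another endothelin receptor, had a log2 difference of -0.59 ± 0.20 (SE, adjusted p = 0.209). Of 11 genes of this kind that the paper took to qRT-PCR, 3 were higher and none was lower over all probe sets, and 4 were higher and 3 were lower when adjusted over the list alone, which is not independent evidence because the paper chose them on these arrays. The brightest probe set of JAK1, which the list took, is not the one above. The median of the list was -0.09 and its mean 0.07, and camera gave the direction of broilers (adjusted p = 0.840).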

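At 4 w the interferon response genes EPSTI1, IFIT5 and RSAD2 were 15.3-fold, 9.41-fold and 8.70-fold lower in the broiler pool than in the layer pool, which exceeds the SD of the 3 arrays of either pool. BLB1, an MHC class II beta chain, was 7.34-fold higher in broilers over the 5 ages for 1 probe set on chromosome 16 from 69809 to 70708 of the chicken genome build WUSTL Gallus-gallus-2.1 (adjusted p = 0.0264). A further probe set of BLB1 had a log2 difference of 2.95 (adjusted p = 0.0437), while the median over its 5 probe sets was -0.15. BF2, an MHC class I chain, had a log2 difference of 0.85 ± 0.19 (SE, adjusted p = 0.0723). Of 19 interferon response genes 1 had a higher mean in broilers and none passed over all probe sets or when adjusted over the list alone, with a median of -0.24 (adjusted p = 0.0524 from camera). Of 12 genes of antigen presentation none passed over all probe sets and 1 was higher and none was lower when adjusted over the list alone (list adjusted p = 0.308). Of 25 markers of immune cells none passed and 1 was higher and none was lower when adjusted over the list alone (list adjusted p = 0.753).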

**Figure 2:**
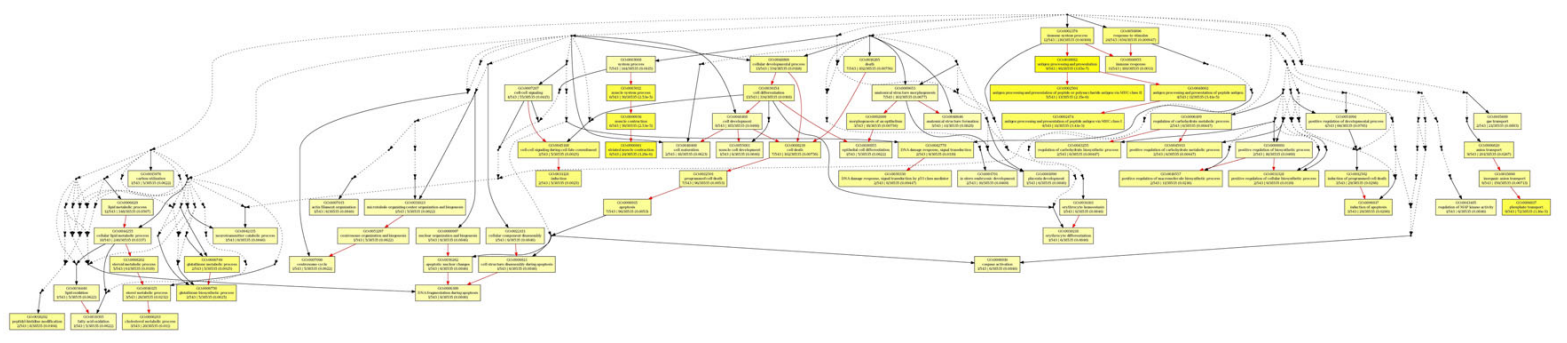
**Significantly enriched GO terms in the biological process category among DE genes**. Significantly enriched GO terms were represented in yellow boxes. The color saturation degrees positively correlate with the significant of enrichment. Black points represent non-significant GO nodes required for building up the dendrogram.

**Table 1:** List of differentially expressed genes related to muscle growth and development.

**Gene Title**	**Symbol**	Fold change*				
		
		**1 D**	**2 W**	**4 W**	**6 W**	**8 W**
**Slow-type myofiber protein genes**						
troponin I type 1 (skeletal, slow)	*TNNI1*	-1.99	1.05	-6.47	-1.05	1.14
Myoglobin	*MB*	1.04	-1.81	-10.04	-6.8	1.17
myosin, light chain 3, alkali; ventricular, skeletal, slow	*MYL3*	-1.96	-1.04	-19.79	-1.41	-1.02
myosin, heavy chain 7B, cardiac muscle, beta	*MYH7B*	-3.07	-1.01	-11.31	1.1	1.36
similar to myosin L2B regulatory light chain, cardiac muscle – chicken	LOC417506	-1.27	1.04	-58.02	-5.54	1.34
myelin basic protein	MBP	1.16	-1.81	-1.83	-3.67	-1.68
similar to dynein light chain-2	LOC417663	-1.25	-2.13	-1.77	-1.28	-1.73
**Satellite cell proliferation and muscle hypertrophy**						
cysteine and glycine-rich protein 3 (cardiac LIM protein)	*CSRP3*	-2.17	1.01	-9.44	-16.72	-1.04
four and a half LIM domains 2	*FHL2*	-1.38	-8.19	-10.95	-7.65	-9.84
similar to actin binding LIM protein family member 2	LOC422866	-1.08	-2.06	-1.78	-2.24	-2.56
fibroblast growth factor receptor 2	*FGFR2*	-1.31	-2.28	-1.05	-1.6	-1.87
fibroblast growth factor 1 (acidic)	*FGF1*	-1.11	-2.45	-2.07	-2.75	1.61
heparan sulfate 6-O-sulfotransferase 2	*HS6ST2*	-3.07	-4.09	-1.51	-2.13	-3.1
musculoskeletal, embryonic nuclear protein 1	*MUSTN1*	-1.01	2.94	2.17	2.45	1.51
fibroblast growth factor 16	*FGF16*	-1.06	2.86	2.45	8.16	2.77
inner centromere protein antigens 135/155 kDa	*INCENP*	2.02	1.59	2.15	1.39	1.3
nudE nuclear distribution gene E homolog 1 (A. nidulans)	*NDE1*	1.49	2.48	2.68	1.91	1.23

*Expression values of the broiler muscle cells are compared to those of the layer muscle cells, which had been normalized to a fold change of 1.0 when broilers have more mRNAs, or -1.0 when broilers have less.

### Expression difference of genes related to fast-type and slow-type fibres

Previous studies reported that selection for rapid growth increases the number and size of muscle fibres without changing their fibre type composition in chickens [13]. However, based on our array data, we found that the expression ratio of fast to slow-type muscle fibres is different in *Pectoralis Major *muscle cells between broilers and layers. 

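MYLPF, the regulatory light chain of fast fibres, was 1.80-fold higher in broilers (log2 difference 0.85 ± 0.08 SE, adjusted p = 0.00434). Of 19 genes of fast fibres 14 had a higher mean in broilers, with a median log2 difference of 0.04 (adjusted p = 0.0663 from camera), MYLPF passed, none was lower, and 1 was higher and none was lower when adjusted over the list alone. Of 15 genes of slow fibres other than those of the paper 13 had a higher mean in broilers and none passed over all probe sets or when adjusted over the list alone, with a median of 0.13 (adjusted p = 0.0534). MYH1B had 25.2-fold higher signal in the broiler pool at 6 w and MYH1C 10.6-fold higher signal at 8 w, more than the SD of the 3 arrays of either pool. Both belong to a family of near-identical fast myosin heavy chain genes that can share probes, and their log2 differences over the ages were 1.69 ± 0.53 (SE, adjusted p = 0.178) and 1.33 ± 0.37 (SE, adjusted p = 0.127).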

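None of the slow-type genes TNNI1, MB, MYL3, MYH7B and MYL2B passed the test over the 5 ages. Their log2 differences, broilers minus layers over 5 pools per line, were -0.70 ± 0.36 (SE, adjusted p = 0.430) for TNNI1, -1.33 ± 0.49 (SE, adjusted p = 0.242) for MB, -1.17 ± 0.53 (SE, adjusted p = 0.363) for MYL3, -0.91 ± 0.49 (SE, adjusted p = 0.457) for MYH7B and -1.68 ± 0.79 (SE, adjusted p = 0.385) for MYL2B. As a list the 5 genes were lower in broilers, with a median of -1.17 and an adjusted p of 0.0204 from camera (0.724 with an estimated correlation). The paper chose them on these arrays, so the list is not independent evidence of its direction. At 2 w the median of the 5 was -0.02 and at 8 w 0.23. The probe set of MYL3 aligns to chromosome 2 from 3342670 to 3378214 of the Gallus-gallus-2.1 build. That of MYH7B aligns to chromosome 20 from 2584786 to 2613111.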

The expression levels of several slow-type muscle protein encoding genes, troponin I type 1 (*TNNI1*), myoglobin (*MB*), myosin light chain 3 (*MYL3*), myosin heavy chain 7B (*MYH7B*) and myosin L2B regulatory light chain (*MYL2B*), were significantly higher in layers than in broilers (Table 1, Figure 3A and 3B), which could contribute to the slower growth rate of layer muscle cells than that of broilers.

**Figure 3:**
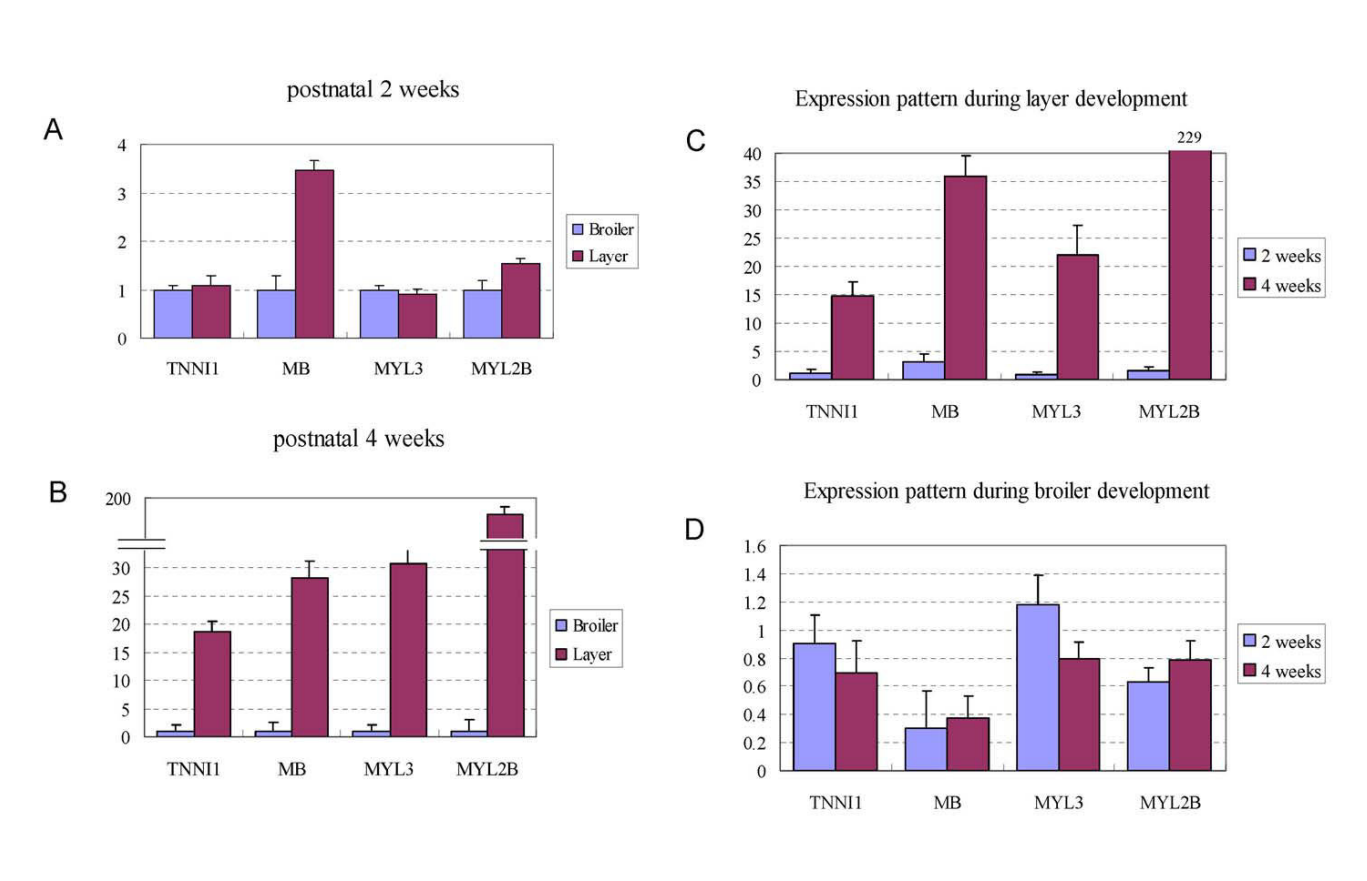
**qRT-PCR results of several slow-type fibre genes**. A. Expression comparison of four slow-fibre genes between broilers and layers at postnatal 2 weeks. The expression levels of four genes in layers shown in panel A and panel B are all compared to that in broilers which are all normalized to 1.0. B. Expression level comparison of four slow-fibre genes between broilers and layers at postnatal 4 weeks. C. The expression pattern of four genes during layer development (at 2 weeks and 4 weeks). D. The expression pattern of four genes during broiler development (at 2 weeks and 4 weeks).

In addition, the above slow-type muscle genes exhibited varied expression patterns during posthatch muscle development. Dramatically upregulated expressions of these slow-type genes were observed in layers at 4 weeks but not in broilers (Figure 3C and 3D), indicating that fast-slow switch of muscle fibres might occur in layers at posthatch 4 weeks, which is the most significant body weight increment period for broilers.

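The signal of the slow-type genes in layers was high in the pool at 4 w and, for 4 of the 5, near the level of broilers in the pool at 2 w. At 2 w MB stood at 5.49 ± 0.29 in layers and 4.63 ± 0.16 in broilers, 1.81-fold lower in broilers, while the others differed by less than the SD of the 3 arrays of either pool. MYL3, a slow myosin light chain, was at 2.77 ± 0.25 at 2 w, 7.13 ± 0.36 at 4 w and 3.17 ± 0.11 at 6 w (mean log2 signal ± SD of 3 arrays), while the broiler pool at 4 w was at 2.83 ± 0.14. MYL2B was 65.3-fold, MYH7B 11.3-fold, TNNI1 6.47-fold and MB 10.0-fold lower in broilers than in layers at 4 w. MB and MYL2B were also higher in the layer pool at 6 w than at 2 w, at 7.74 ± 0.06 and 5.87 ± 0.58, and were 6.80-fold and 5.66-fold lower in broilers at 6 w. In the layer pool at 4 w the 5 genes lay above the mean of the layer pools at 2 w and 6 w by a median of 3.52 on the log2 scale, and 15 other slow fibre genes by a median of 0.20, with 1 of them above 1. The line differences of the 5 genes at 4 w exceed the spread of the arrays, but each rests on 1 pool of 5 birds. The same pools also differed in interferon response genes, with a median of -1.68, broilers minus layers. From the rise of these genes in layers at 4 w and its absence in broilers, the paper proposes that a switch from fast to slow fibres might occur in layers at that age. It draws there on qRT-PCR of 4 slow-fibre genes at 2 w and 4 w, which was not compared here.

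**Figure D4:**
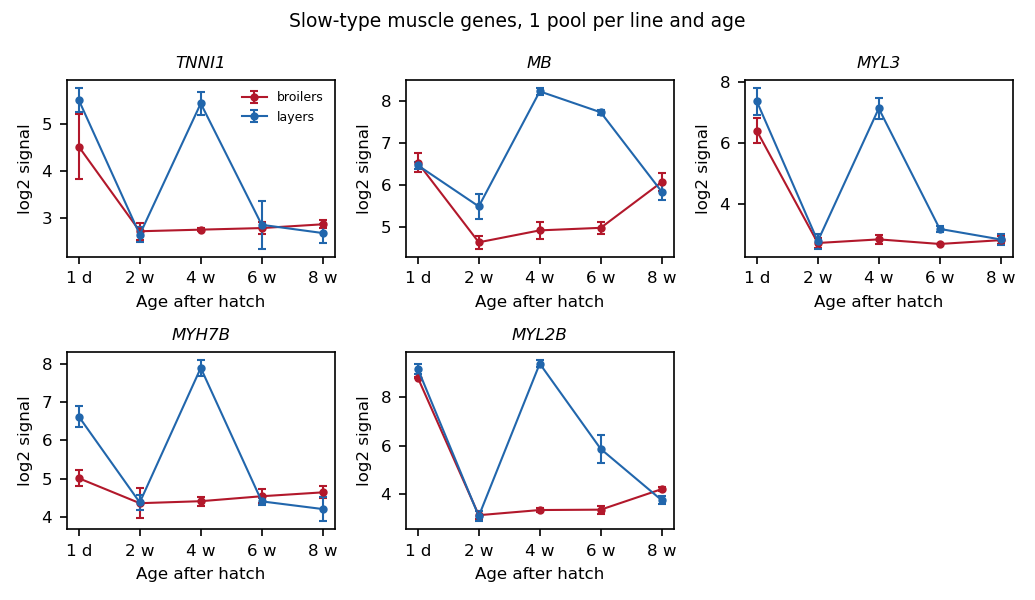
Mean log2 signal of 5 slow-type genes at each age in broilers and layers, with the SD of the 3 arrays of a pool. The layer pool at 4 w stands above the broiler pool for each gene, for example at 7.13 against 2.83 for MYL3.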

### Divergent regulation of satellite cell proliferation and differentiation

Like other vertebrate animals, posthatch muscle growth in chicken mainly results from muscle hypertrophy through satellite cell activation. Therefore, satellite cell proliferation and differentiation is a key regulatory factor for postnatal muscle growth and hypertrophy. The muscle fibre size of broilers is 2–3 times larger than that of layers, which prompts us to consider that genes involved in the satellite cell proliferation and differentiation could be potential regulators for the divergent muscle growth of broiler and layer chickens.

As expected, we identified a few differentially expressed genes involved in satellite cell proliferation, differentiation and muscle hypertrophy (Table 2, Figure 4). 

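INCENP, a centromere protein of dividing cells, was 1.66-fold higher in broilers (log2 difference 0.73 ± 0.11 SE, adjusted p = 0.0225), and NDE1, a protein of the mitotic spindle, had a log2 difference of 0.91 ± 0.16 (SE, adjusted p = 0.0333). Both were higher in broilers at all 5 ages, at most 2.15-fold for INCENP at 4 w and 2.68-fold for NDE1 at 4 w. FGF16, a fibroblast growth factor, had a log2 difference of 1.44 ± 0.33 (SE, adjusted p = 0.0734) and was 8.16-fold higher at 6 w. Of the 9 satellite cell genes of the paper with a probe set in the list test, 2 were higher and 1 was lower, and 4 were higher and 4 lower when adjusted over the list alone, which is not independent evidence because the paper chose them on these arrays. The median of that list was -0.12, while camera gave the direction of broilers (adjusted p = 0.885). Of 24 other satellite cell and myogenic genes none passed over all probe sets, and 4 were higher and 3 lower when adjusted over the list alone. MSTN, the growth inhibitor myostatin, had a log2 difference of 0.55 ± 0.12 (SE, adjusted p = 0.0605).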

Several LIM domain containing protein encoding genes were differentially expressed between broilers and layers. 

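For LOC422866, a LIM domain gene of the paper, the probe set aligns to chromosome 4 from 83636498 to 83710259 of the Gallus-gallus-2.1 build. This probe set carries no single gene symbol here. Its signal was 1.90-fold lower in broilers (log2 difference -0.93 ± 0.15 SE, adjusted p = 0.0250). It was lower at every age, from 1.15-fold at 1 d to 2.54-fold at 8 w. LDB3, a LIM domain protein of the Z disc, was 2.71-fold higher in broilers for 1 probe set (adjusted p = 0.00392), while its brightest probe set had a log2 difference of -0.01 ± 0.07 (SE, adjusted p = 0.980). The median over its 3 probe sets was 1.44 (adjusted p = 0.00413 from limma). A median over 3 follows the middle one, so it can restate the called probe set and is not further support.

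**Figure D5:**
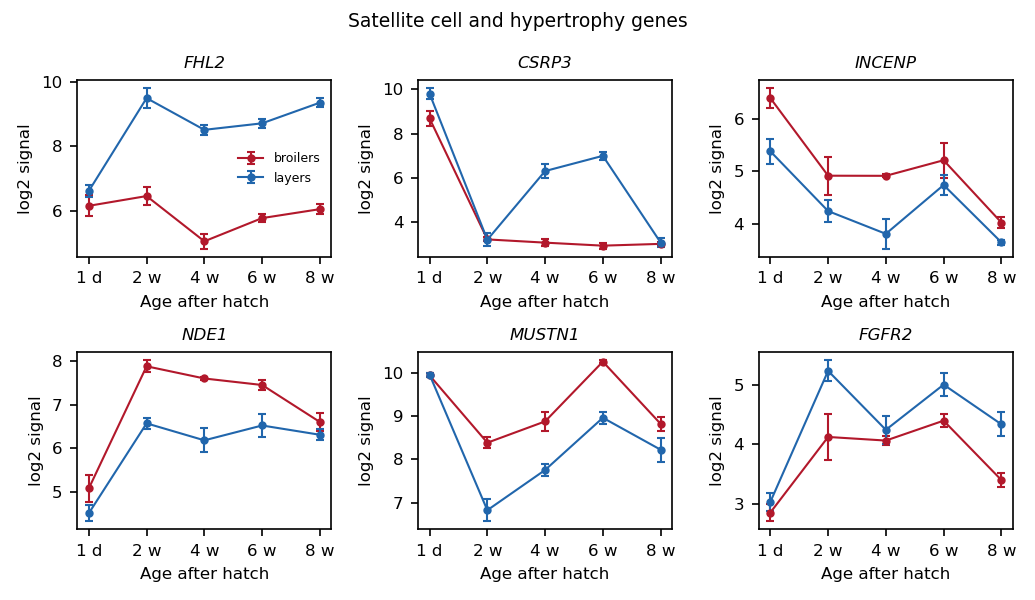
Mean log2 signal of 6 genes of satellite cells and hypertrophy at each age in broilers and layers, with the SD of the 3 arrays of a pool. FHL2 is at 8.51 in layers and 5.06 in broilers at 4 w.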

LIM proteins are involved in muscle development through mechanotransduction signalling processes to regulate gene expression [25,26]. Downregulation of LIM protein CSRP3 has been reported in human undergoing pathogenic cardiac hypertrophy [25]. Consistently, significantly lower level of CSRP3 transcripts was detected in broilers than in layers at posthatch 4 weeks, the rapid growth period of chicken, which may contribute to the larger muscle cell size of broilers.

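The probe set of CSRP3, the muscle LIM protein, aligns to chromosome 5 from 1723543 to 1730719 of the Gallus-gallus-2.1 build. Its log2 signal at 4 w was 3.06 ± 0.17 in the broiler pool and 6.30 ± 0.31 in the layer pool (mean ± SD of 3 arrays), which is 9.44-fold lower in broilers. At 6 w it was 16.7-fold lower, at 1 d 2.17-fold lower, and at 8 w the pools differed by less than the SD of the 3 arrays. Over the 5 ages the log2 difference was -1.69 ± 0.55 (SE, adjusted p = 0.193), so CSRP3 did not pass the test.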

**Figure 4:**
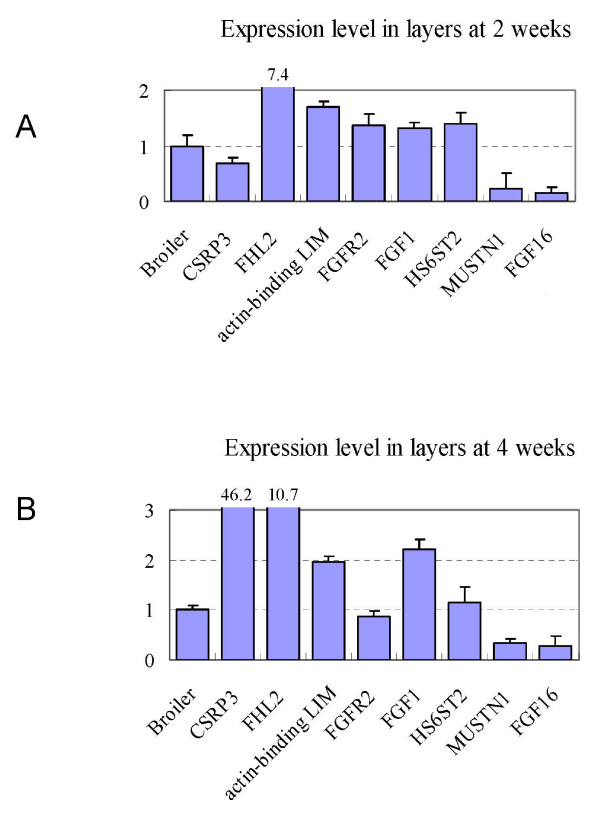
**qRT-PCR results of several satellite cell proliferation and muscle hypertrophy related genes**. The expression levels of various genes in layers are compared to that in broilers which were all normalized to 1.0.

**Table 2:** List of differentially expressed genes related to metabolic regulation.

**Gene Title**	**Symbol**	Fold change*				
		
		**1 D**	**2 W**	**4 W**	**6 W**	**8 W**
**Carbohydrate metabolism**						
pyruvate dehydrogenase complex, component X	RCJMB04_17g4	1.65	1.72	1.44	1.83	1.41
aldehyde dehydrogenase 1 family, member A2	*ALDH1A2*	2.09	1.33	1.39	1.5	1.33
Glycosyltransferase	AER61	2.29	1.61	1.94	2.23	1.75
aldehyde oxidase 1	AOX1	-1.64	2.05	1.52	2.07	2.2
UDP glycosyltransferase 8 (UDP-galactose ceramide galactosyltransferase)	UGT8	-1.05	-1.5	-1.76	-2.8	-1.58
**Fatty acid metabolism**						
ELOVL family member 6, elongation of long chain fatty acids (FEN1/Elo2, SUR4/Elo3-like, yeast)	RCJMB04_16d24	1.45	1.41	1.97	1.84	1.58
similar to intestinal 15 kda protein; FABP6	LOC416154	1.06	1.32	1.79	1.7	2.05
fatty acid binding protein 4, adipocyte	*FABP4*	-1.38	2.16	2.5	2.14	1.34
3-oxoacid CoA transferase 1	*OXCT1*	1.22	2.23	2.55	2.54	1.92
adiponectin receptor 2	ADIPOR2	-2.52	-1.11	-1.61	-2.12	-1.68
Thiolesterase B	LOC415786	-5.16	-1.75	-1.02	-1.24	1.1
sterol carrier protein-2	LOC396550	-1.49	-1.34	-1.27	-2.09	-2.52
**Regulation of glucose and fatty acid metabolism**						
pyruvate dehydrogenase kinase, isozyme 4	*PDK4*	-1.01	1.93	-3.88	-29.95	3.85
insulin induced gene 1	RCJMB04_1d1	1.13	1.92	2.02	3.38	1.3
**Hormone synthesis**						
catechol-O-methyltransferase	*COMT*	2.56	2.06	2.77	2.02	1.27
Hydroxysteroid (17-beta) dehydrogenase 7	HSD17B7	1.1	1.51	1.68	2.28	1.24
**Ubiquitin-mediated protein degradation**						
hect domain and RLD 4	*HERC4*	-2.19	-1.77	-2.72	-1.86	-1.87
similar to hect domain and RLD 5; cyclin-E binding protein 1	LOC422513	-1.02	-1.03	-8.77	-1.71	1.07
ring finger protein 12	*RNF12*	-2.24	-1.76	-1.45	-1.8	-1.67
F-box protein 22	RCJMB04_6j20	1.08	-2.2	-3.61	-2.24	1.21

*Expression values of broiler muscle cells are compared to the layer muscle, which had been normalized to a fold change of 1.0 when broiler has more of the mRNA, or -1.0 when broiler has less.

FHL2 was primarily identified as a LIM domain protein down-regulated in rhabdomyosarcomas [27]. Previous observation that stable expression of FHL2 in mouse myoblasts induced differentiation of myoblasts into myotubes [28] suggested that chicken FHL2 might be a regulator of muscle growth and hypertrophy through controlling satellite cell proliferation and differentiation. 

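FHL2 was 6.22-fold lower in broilers (log2 difference -2.64 ± 0.37 SE, adjusted p = 0.0151), the largest decrease among the genes that the paper names. Its probe set aligns to chromosome 1 from 139413732 to 139453170 of the Gallus-gallus-2.1 build. At 1 d the pools of both lines were close, at 6.16 ± 0.33 in broilers and 6.62 ± 0.18 in layers (mean log2 signal ± SD of 3 arrays). From 2 w to 8 w it was 8.19-fold, 11.0-fold, 7.65-fold and 9.84-fold lower in broilers. The line difference at 1 d differed from that at later ages by 2.72 on the log2 scale, with 1 pool of each line at 1 d.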

We also observed that the expression level of *fhl2 *is lower in broilers than in layers.

FGF2 is a potent stimulator of myoblast and satellite cell proliferation, and an intense inhibitor of cell differentiation as well [29]. The FGF signalling pathways participate in heparin sulfate (HS) modification of heparan sulfate proteoglycans (HSPGs) [30,31]. Another protein, HS6ST2, involves in the modification of heparin sulfate (HS) biosynthesis. 

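FGFR2, a receptor of fibroblast growth factors, was lower in broilers at all 5 ages, by at most 2.15-fold at 2 w, with a log2 difference of -0.60 ± 0.14 (SE, adjusted p = 0.0739). It did not pass the test. HS6ST2, which adds sulfate to heparan sulfate, has probe sets that disagree. The brightest had a log2 difference of -0.12 ± 0.12 (SE, adjusted p = 0.726) and another -1.39 ± 0.18 (SE, adjusted p = 0.0112), 2.63-fold lower in broilers and lower at all 5 ages, with -0.76 (adjusted p = 0.0385) for the median over both. FGF2 itself had a log2 difference of 0.06 ± 0.12 (SE, adjusted p = 0.890), with a signal 1.41-fold higher in broilers at 4 w and 1.34-fold lower at 8 w, and FGF1 a log2 difference of -0.65 ± 0.28 (SE, adjusted p = 0.324).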

We found that the expression level of *FGFR2 *and *HS6ST2 *in layers was higher than in broilers, although the expression of *FGF2 *did not show significant difference. Such enhanced FGF2 signalling in layers could inhibit satellite cell differentiation to influence muscle growth and hypertrophy.

*MUSTN1 *is a muscle development related gene. It has been reported that exercises increased the expression level of *MUSTN1 *in hypertrophic muscle [32]. 

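MUSTN1 had a log2 difference of 0.91 ± 0.20 (SE, adjusted p = 0.0661) between broilers and layers and did not pass the test. Its signal in broilers was 2.94-fold higher at 2 w, 2.17-fold higher at 4 w, 2.45-fold higher at 6 w and 1.51-fold higher at 8 w. At 1 d the pools were at 9.93 ± 0.05 in broilers and 9.95 ± 0.04 in layers (mean log2 signal ± SD of 3 arrays), which differed by less than the spread of the arrays.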

We also observed a higher expression level of *MUSTN1 *in broilers than in layers, indicating that *MUSTN1 *plays a role in skeletal muscles hypertrophy regulation.

### Differentially expressed metabolic enzymes between broilers and layers

Difference in metabolic rates could be another factor causing the body weight divergence of broilers and layers. Several metabolic related genes were found to be differentially expressed between broilers and layers from the microarray data, including genes involved in glucose and glycogen metabolism, fatty acid transportation and utilization, and protein degradation (Table 2 and Figure 5).

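ADIPOR2, an adiponectin receptor, was 1.74-fold lower in broilers (log2 difference -0.80 ± 0.15 SE, adjusted p = 0.0398), and SCP2, a sterol carrier protein, was 1.68-fold lower (adjusted p = 0.0479). Neither passed with the median over its probe sets, at -0.49 (adjusted p = 0.126) for ADIPOR2 and -0.33 (adjusted p = 0.190) for SCP2. NDUFS3, a subunit of respiratory complex I, was lower in broilers at -1.32 ± 0.16 (SE, adjusted p = 0.0100). INSIG1, a regulator of sterol synthesis, had a log2 difference of 0.94 ± 0.19 (SE, adjusted p = 0.0543). Of 15 metabolic genes of the paper 3 were higher and 1 was lower in broilers over all probe sets, and 10 were higher and 2 were lower when adjusted over the list alone, where PDHX, AER61, SCP2 and INSIG1 entered with their brightest probe sets and not those of the paper. That list had a median log2 difference of 0.54 (adjusted p = 0.00493 from camera, and adjusted p = 0.579 with an estimated correlation), and is not independent evidence because the paper chose it on these arrays. Of 25 genes of glycolysis none passed over all probe sets or when adjusted over the list alone (list adjusted p = 0.157), and of 65 of oxidative phosphorylation NDUFS3 was the member that did (list adjusted p = 0.876).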

**Figure 5:**
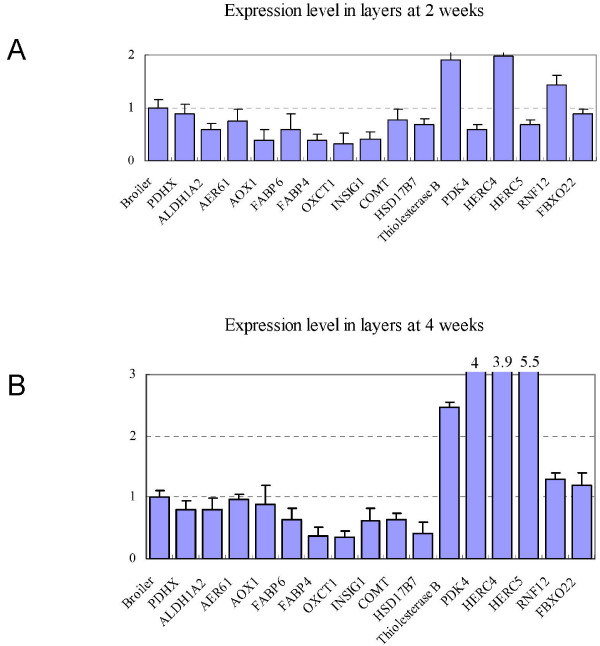
**qRT-PCR results of genes encoding some metabolic enzymes and regulators**. The expression levels of selected genes in layers are compared to that in broilers which were all normalized to 1.0.

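PDHX, a subunit of the pyruvate dehydrogenase complex, was higher in broilers at 0.68 ± 0.09 (SE, adjusted p = 0.0100) for the probe set of the paper. This probe set aligns to chromosome 5 from 20441160 to 20443870 of the Gallus-gallus-2.1 build and carries no single gene symbol here. The brightest probe set that carries the symbol PDHX did not pass over all probe sets. ALDH1A2, a retinaldehyde dehydrogenase, was 1.51-fold higher in broilers (log2 difference 0.59 ± 0.11 SE, adjusted p = 0.0405) and AER61, a glycosyltransferase, 1.95-fold higher (adjusted p = 0.00444). AOX1, an aldehyde oxidase, had a log2 difference of 0.62 ± 0.24 (SE, adjusted p = 0.268), with 1.64-fold lower signal in broilers at 1 d and higher signal at the other 4 ages. The signal at 1 d, which runs against the later ages, is that of 1 pool of each line. Thiolesterase B, with a mean log2 signal of 2.29, had a log2 difference of -0.13 ± 0.06 (SE, adjusted p = 0.381). The probe set nearest to the values of the paper, singled out after they were seen, carries another gene symbol and has a mean of 4.33. It was 5.16-fold lower in broilers at 1 d, with a log2 difference over the 5 ages of -0.68 ± 0.30 (SE, adjusted p = 0.357).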

Some glucose synthesis accelerating enzyme encoding genes, *PDHX*, *ALDH1A2*, *AER61 *and *AOX1*, had higher expression in broilers than in layers, whereas a fat break-down related enzyme thiolesterase B expressed higher in layers than in broilers, suggested that different metabolic regulation might be another contributor to the body weight difference. Several fatty acid transportation and utilization related genes had significant expression difference between broilers and layers, including genes encoding fatty acid binding protein 4 (*FABP4*), intestinal 15 kDa protein (*FABP6*) homolog, and elongation of long chain fatty acids (ELOVL family member 6). 

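ELOVL6, which elongates long chain fatty acids, was 1.66-fold higher in broilers (log2 difference 0.73 ± 0.09 SE, adjusted p = 0.00856) and was higher at all 5 ages. Of 18 genes of fatty acid synthesis 1 was higher, ELOVL6, and 1 was lower, DGAT2, a triglyceride synthesis enzyme, at -0.89 ± 0.10 (SE, adjusted p = 0.00724). The list had a median of 0.01, a mean of -0.01 and an adjusted p of 0.876 from camera in the direction of broilers, and 2 members were higher and 2 lower when adjusted over the list alone. Of 17 adipocyte markers none passed, with a median of 0.03 (adjusted p = 0.522).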

Genetic variation in bovine *FABP4 *gene has been found to be associated with intramuscular fat content and subcutaneous fat depth [33]. 

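FABP4, the fatty acid binding protein of adipocytes, had a log2 difference of 0.70 ± 0.23 (SE, adjusted p = 0.194), with 1.38-fold lower signal in broilers at 1 d and 2.16-fold, 2.50-fold, 2.14-fold and 1.34-fold higher signal from 2 w to 8 w. FABP6 had a log2 difference of 0.62 ± 0.13 (SE, adjusted p = 0.053) and was higher at all 5 ages, at most 2.05-fold at 8 w. Neither passed an adjusted p of 0.05 over 5 pools per line. The probe set of FABP4 aligns to chromosome 2 from 126157833 to 126161222 of the Gallus-gallus-2.1 build.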

In our study, the expression levels of *FABP4 *and *FABP6 *were higher in broilers than in layers, in agreement with more intramuscular fat deposition of broilers.

Other two interesting differentially expressed genes were pyruvate dehydrogenase kinase 4 (*PDK4*) and 3-oxoacid CoA transferase 1 (*OXCT1*), which play important regulatory roles in glucose and fatty acid metabolic networks [34,35]. 

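OXCT1, which starts the use of ketone bodies, was 2.31-fold higher in broilers (log2 difference 1.21 ± 0.12 SE, adjusted p = 0.00393). It was higher at every age, by 2.90-fold at 4 w, and a further probe set of the gene had a log2 difference of 1.28 ± 0.22 (SE, adjusted p = 0.0288). PDK4, which inhibits pyruvate dehydrogenase, differed with age. Its signal was 29.9-fold lower in broilers at 6 w and 3.85-fold higher at 8 w, at 10.25 ± 0.21 in layers and 5.35 ± 0.33 in broilers at 6 w (mean log2 signal ± SD of 3 arrays). Over the 5 ages the log2 difference was -0.80 ± 0.80 (SE, adjusted p = 0.745), and without the pools of 6 w it was 0.23. FKBP5, which responds to glucocorticoids, was 26.3-fold lower in the broiler pool at 6 w as well, more than the SD of the 3 arrays of either pool.

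**Figure D6:**
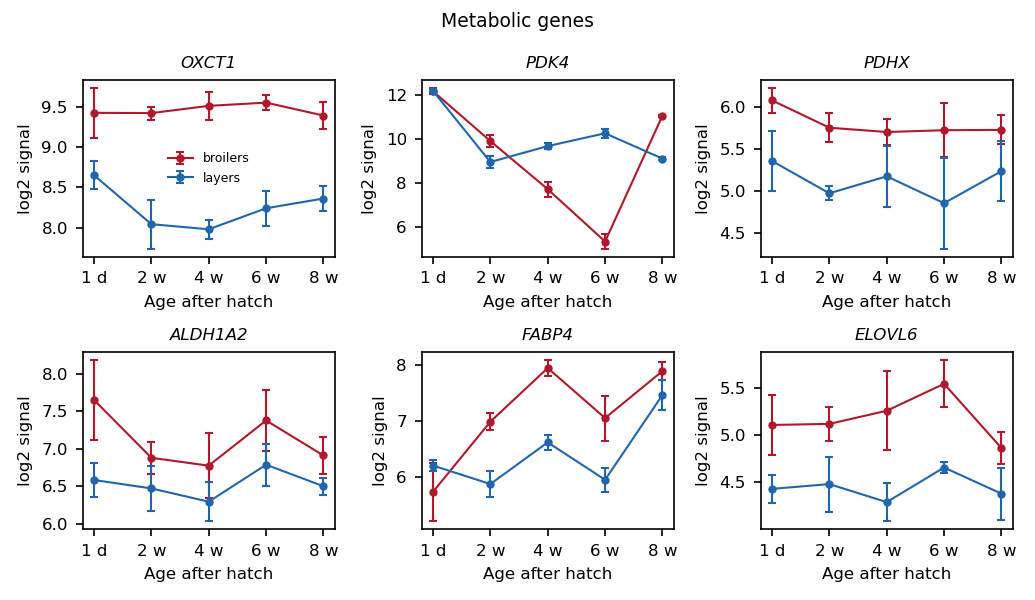
Mean log2 signal of 6 metabolic genes at each age in broilers and layers, with the SD of the 3 arrays of a pool. OXCT1 is higher in broilers at each of the 5 ages, and PDK4 is at 10.25 in layers and 5.35 in broilers at 6 w.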

Catechol-O-methyltransferase (*COMT*) was another metabolic related gene. It has been shown that inhibition of *COMT *expression resulted in body weight lose in human [36]. Similarly, we observed a lower expression level of *COMT *in layers than in broilers. Notably, the Tyrosine metabolism and synthesis pathway and degradation of ketone bodies pathway were found significantly enriched of differentially expressed genes (Additional file 5), in which OXCT1 and COMT serve as key regulatory enzymes. Hydroxysteroid (17-beta) dehydrogenase 7 (*HSD17B7*) is a key enzyme for testosterone synthesis. Testosterone has pronounced effects on muscle protein synthesis and muscle mass enlargement, especially during the period of rapid muscle cell growth [37]. Higher expression level of *HSD17B7 *was observed in broilers, which might result in higher testosterone level thereby contributed to fast muscle growth and hypertrophy.

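HSD17B7, an enzyme of steroid synthesis, had a log2 difference of 0.34 ± 0.12 (SE, adjusted p = 0.223) and did not pass the test. Its signal was higher in broilers at all 5 ages, from 1.08-fold at 1 d to 1.86-fold at 6 w. A second probe set of the gene, singled out after its values were seen, had a log2 difference of 0.60 ± 0.14 (SE, adjusted p = 0.0802).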

Ubiquitin mediated proteolysis regulates protein abundance and serves as a central regulatory function in many biological processes. It has been shown that the protein degradation rate in broilers is lower than in layers during muscle development [17,18]. However, whether such protein degradation difference is caused by ubiquitin mediated pathways remains elusive. 

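HERC4, a ubiquitin ligase, was 2.06-fold lower in broilers (log2 difference -1.04 ± 0.11 SE, adjusted p = 0.00492) and lower at all 5 ages, although the median over its probe sets was 0.02. RNF12, a ring finger ligase, had a log2 difference of -0.82 ± 0.10 (SE, adjusted p = 0.0100) and was lower at all 5 ages. FBXO30 had a log2 difference of -0.65 ± 0.17 (SE, adjusted p = 0.103), FBXO22 0.08 ± 0.08 (SE, adjusted p = 0.750), HERC5 -0.02 ± 0.09 (SE, adjusted p = 0.957) and UCHL1 0.91 ± 0.22 (SE, adjusted p = 0.0855), the latter with 2.77-fold higher signal in broilers at 2 w. Of the 6 genes 2 were lower and none was higher over all probe sets, and 3 were lower and 1 was higher when adjusted over the list alone. The list had an adjusted p of 0.0631 from camera, 0.579 with an estimated correlation and 0.0203 from fry, and is not independent evidence because the paper chose it on these arrays. A further probe set of FBXO22 and, as the nearest to the values of the paper for HERC5, a probe set with no gene symbol were singled out after their values were seen. They were 3.61-fold and 8.77-fold lower in broilers at 4 w, with log2 differences over the 5 ages of -0.75 ± 0.27 (SE, adjusted p = 0.240) and -0.77 ± 0.40 (SE, adjusted p = 0.440).

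**Figure D7:**
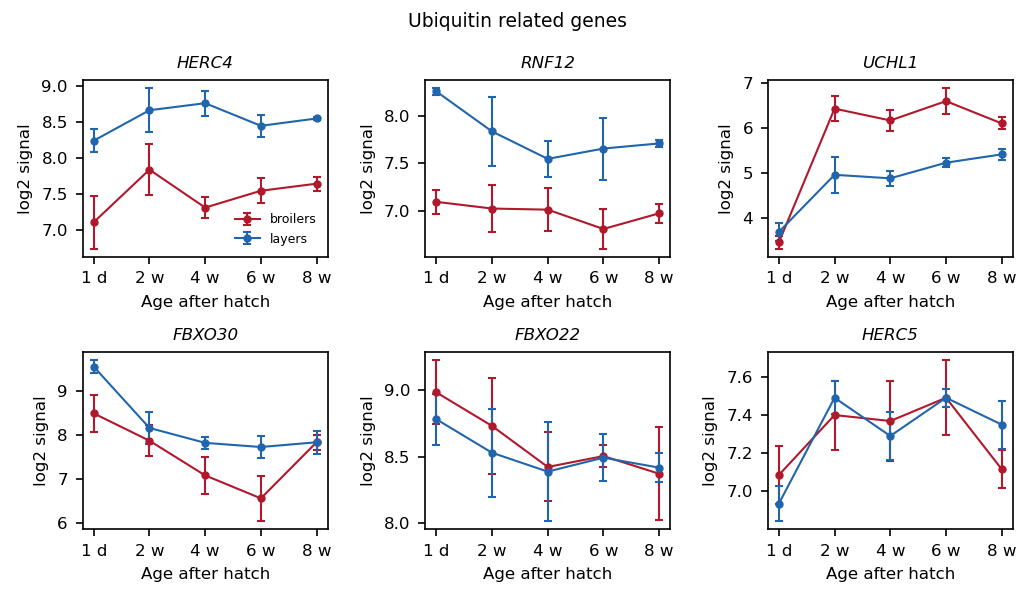
Mean log2 signal of 6 ubiquitin related genes at each age in broilers and layers, with the SD of the 3 arrays of a pool. HERC4 and RNF12 are lower in broilers at each of the 5 ages.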

Based on our microarray and qRT-PCR results, we found that genes encoding several classes of ubiquitin related proteins showed higher expression levels in layers than in broilers (Figure 5), including F box protein genes *FBXO22 *and *FBXO30*, ubiquitin carboxyl terminal hydrolase isozyme L1 (*UCH L1*), as well as several other E3 ligases (hect domain and RLD 4, *HERC4*; hect domain and RLD 5, *HERC5*; and ring finger protein 12, *RNF12*). Such overall lower expression of ubiquitin related protein degradation genes in broilers than in layers might reflect the lower degradation rate of skeletal muscle proteins in broilers, thereby contributing to the larger body sizes of broilers.

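Of 25 genes of muscle proteolysis beyond those of the paper 1 was lower and none was higher over all probe sets, and the list had a median log2 difference of -0.05 and an adjusted p of 0.505 from camera. The member past the test was MAP1LC3A, a gene of autophagy, at -0.57 ± 0.10 (SE, adjusted p = 0.0304). Of 37 proteasome genes 1 was higher, PSMD10, at 0.47 ± 0.09 (SE, adjusted p = 0.0469), and the list had a median of -0.06 and an adjusted p of 0.0527.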

### Identification of QTE genes involved in muscle growth control

Because the growth rate of skeletal muscle cells vary a lot during development between broilers and layers, we wanted to identify genes with expression traits significantly correlated with chicken muscle cell growth rate, these genes might directly or indirectly involve in muscle cell growth control. Because the skeletal muscle tissue contributes the majority body weight of chicken [38], we used whole body mass of individual chickens to represent their skeletal muscle mass in this study. We examined the relationship between the expression value of each detected gene and the natural increase rate (NIR) of chicken body mass (Δg/g per day). NIR instead of absolute growth rate was used here because the same amount of absolute growth rate could be contributed by different NIRs with different initial body weights, thus should have different gene regulation patterns. As a result, 1,205 and 1,187 genes were found with expression patterns significantly correlated with the NIR of body mass of broilers or layers, respectively, with a overlap of 115 genes. These genes could be recognized as potential Quantitative Trait Expression (QTE) genes in chickens (see Additional file 6).

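CD3D and TARP, T cell receptor complex genes, and the genes DKK3, MYBPC3 and AER61 were related to the NIR of body mass in both lines at an unadjusted p under 0.05. NIR was read by eye from the curves of Fig. 6, because body weights were not used here. In all, 2038 probe sets were related to NIR in broilers and 1675 in layers at that threshold from limma over the 5 pools of a line, where chance gives 1922 in each, and none passed an adjusted p of 0.05. In both lines there were 438, of which 434 had the same sign, against 88.8 for independent lists. NIR falls over the 5 ages in both lines, and 339 of the 438 also had a trend with age over both lines at an adjusted p under 0.05. With age in days in place of NIR the counts were 4232 in broilers, 4044 in layers and 1606 in both. Without the pools of 6 w they were 1076, 980 and 229, and without those of 2 w 3212, 2736 and 801, and without those of 8 w 289 were related in both.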

We also calculated the FDRs of QTE results by similar random permutation methods used for DE genes. As a result, the FDRs were 4.4%, 4.8% and 0.18% for identified QTE genes in broilers, layers and common genes between them, respectively.

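LPAR6, a lysophosphatidic acid receptor, rose with age by 0.51 log2 per week over both lines (adjusted p = 0.0447 from limma). CD3D and TARP rose by 0.35 and 0.43 log2 per week, at adjusted p of 8.46e-04 and 7.14e-05. COL4A5, a collagen of basement membranes, fell by 0.59 log2 per week (adjusted p = 0.0177). This trend, fitted to 10 pools, had 506 probe sets at an adjusted p under 0.05, 272 rising and 234 falling. For NIR within a line, over 5 pools, the adjusted p of DKK3 was 0.699 in broilers and 0.930 in layers from limma. With log2 of age the count of the trend was 10703 and without the pools of 2 w it was 3955, while without the pools of 1 d, 6 w or 8 w it was 62, 93 or 172.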

GO enrichment analysis results showed that the enriched GO terms among the common QTE genes were very different from that of the DE genes (see Additional file 7). Only few biological processes, such as muscle-related processes, could be found to be enriched both in the common QTE genes and the DE genes. Many developmental related processes and signal transduction processes were found to be enriched in the QTE genes, suggesting that a temporal regulatory mechanism would exist in chicken muscle development (see Additional file 8 and 9). Interestingly, our data suggested that the dickkopf homolog 3 (*DKK3*) gene could be a potential QTE gene both in broilers and layers. *DKK3 *is a tumour suppressor which could inhibit proliferation of many cancer cells [39-41]. Although there was no report on the function of *DKK3 *in muscle development regulation, we found it expressed at a relative high level in skeletal muscle cells of both chicken lines. In addition, significantly higher expression level of *DDK3 *in broilers than in layers was observed (Figure 6A), suggesting that it might contribute to the divergent muscle growth rates between broilers and layers. 

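DKK3, a secreted protein of the dickkopf family, had a log2 difference of 0.72 ± 0.14 (SE, adjusted p = 0.0501) between broilers and layers, 1.65-fold higher in broilers and higher at all 5 ages. Its adjusted p lay just above 0.05. In the pools of 1 d its log2 signal was 8.98 ± 0.23 in broilers and 7.78 ± 0.11 in layers, and at 8 w 6.25 ± 0.34 and 5.92 ± 0.16 (mean ± SD of 3 arrays). The trend with age over both lines had a slope of -0.30 log2 per week (adjusted p = 0.00191 from limma). The probe set of DKK3 aligns to chromosome 5 from 9085541 to 9108107 of the Gallus-gallus-2.1 build. From the higher level in broilers the paper proposes a contribution of DKK3 to the divergent growth.

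**Figure D8:**
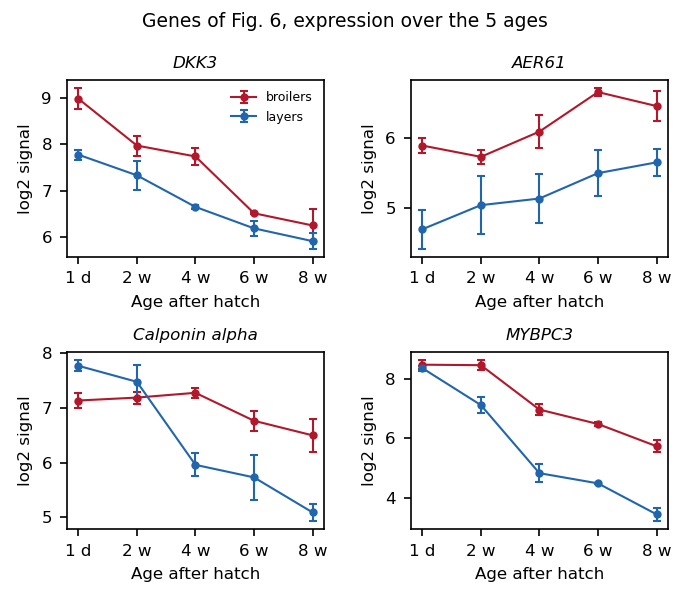
Mean log2 signal of DKK3, AER61, Calponin alpha and MYBPC3 at each age in broilers and layers, with the SD of the 3 arrays of a pool. DKK3 falls from 8.98 in broilers at 1 d to 6.25 at 8 w.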

Several other genes with expression profiles correlated or reverse-correlated well with the growth rates of broilers and layers were also shown (Figure 6).

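MYBPC3 fell with age by 0.50 log2 per week (adjusted p = 0.00367 from limma), from 8.46 ± 0.14 to 5.74 ± 0.19 in broilers (mean log2 signal ± SD of 3 arrays). AER61 rose by 0.11 log2 per week (adjusted p = 0.0328). Calponin alpha had a slope of -0.22 log2 per week (adjusted p = 0.0575) and a line difference of 0.57 ± 0.29 (SE, adjusted p = 0.431). As a list, DKK3, AER61 and MYBPC3, without calponin alpha, whose probe set carries no gene symbol, had a median line difference of 0.72 (adjusted p = 9.92e-04 from camera, and 0.579 with an estimated correlation) and 1, MYBPC3, was higher over all probe sets, with 3 higher when adjusted over the list alone, which is not independent evidence because the paper chose them on these arrays. AER61 entered the list with its brightest probe set, and the probe set of the paper passed over all probe sets.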

**Figure 6:**
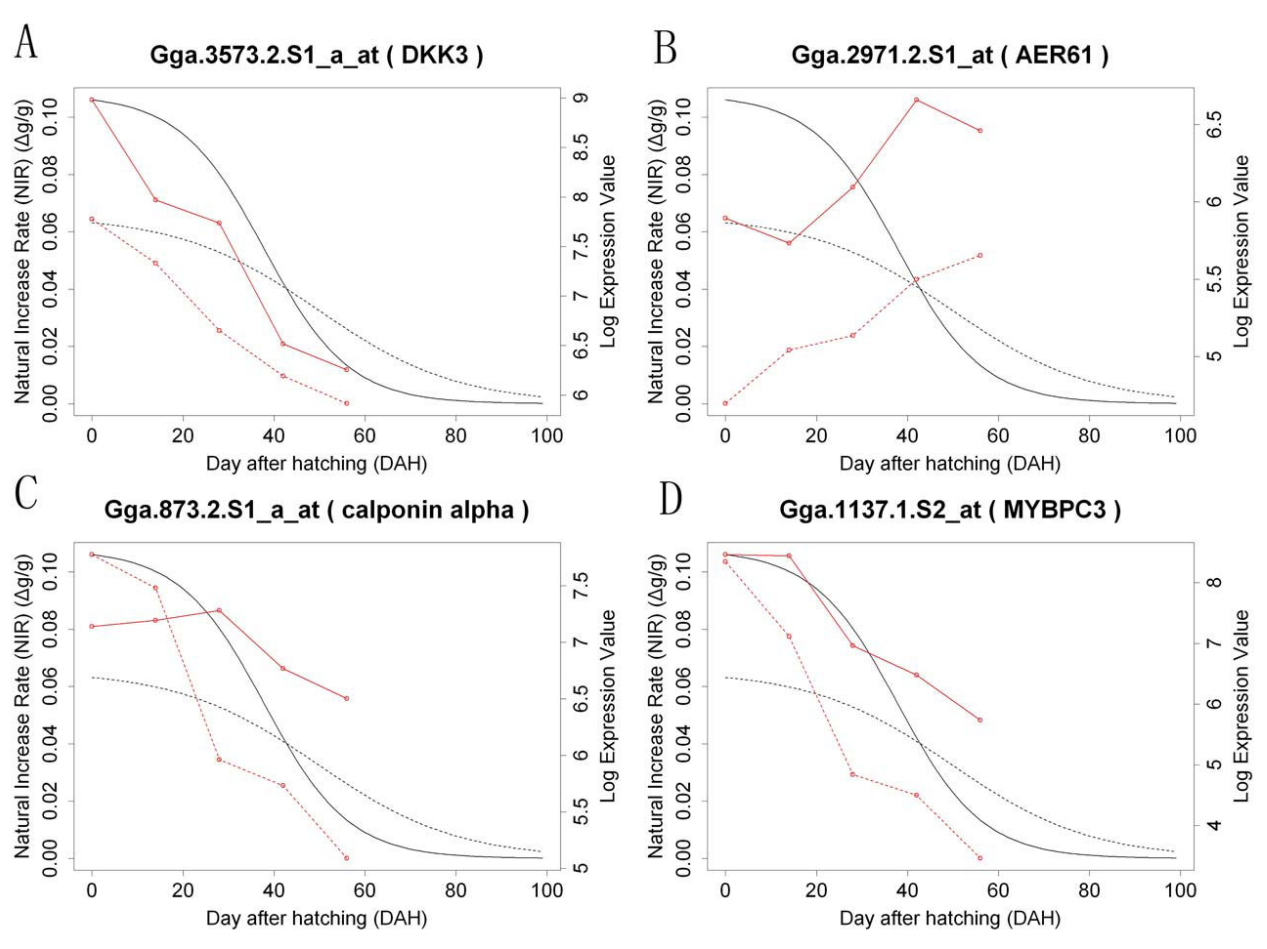
**Correlation of gene expression profiles and growth rates in broilers and layers**. The NIR of broiler chickens is shown as solid black curve, the NIR of layer chickens is shown as dashed black curve. The expression pattern of genes in broilers is shown as solid red curve, the expression pattern of genes in layers is shown as dashed red curve.

### Analysis of pathways and regulatory networks for chicken muscle development

The development of chicken muscle cells requires precise and coordinated regulation of many genes. As shown above, various pathways might involve in this regulatory network. 

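The 3 genes of sphingolipid metabolism in Additional file 10 had a median log2 difference of -0.66 (adjusted p = 0.00671 from camera, and 0.579 with an estimated correlation), and none passed over all probe sets. They were UGT8 at -0.72 ± 0.17 (SE, adjusted p = 0.0770), SGMS1 at -0.60 ± 0.23 (SE, adjusted p = 0.256) and SGMS2 at -0.66 ± 0.17 (SE, adjusted p = 0.112), which encode enzymes of galactosylceramide and sphingomyelin synthesis. All 3 were lower in broilers when adjusted over the list alone, which is not independent evidence. Pathways of Additional file 10 with fewer than 3 genes were not tested.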

To explore potential key regulators, we mapped DE genes to pathways collected by the KEGG database [42-44] and found a few metabolic pathways enriched of DE genes (see Additional file 10), including lipid metabolism, amino acid metabolism and nitrogen metabolism pathways. Interestingly, several cofactor and vitamin metabolism pathways were found to be enriched of DE genes, including vitamin B6, thiamine (vitamin B1) and glutathione metabolism pathways, suggested that vitamin-related nutrition metabolism might involve in chicken myogenesis. 

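GSTK1, a glutathione S-transferase, was higher in broilers at 0.68 ± 0.12 (SE, adjusted p = 0.0367), but did not pass with the median over its 3 probe sets, at 0.52 (adjusted p = 0.104). GSTZ1 and GCLC had log2 differences of 0.64 ± 0.25 (SE, adjusted p = 0.284) and -0.77 ± 0.25 (SE, adjusted p = 0.184). GCLC was 1.34-fold higher in broilers at 1 d and lower at the other 4 ages, at most 3.42-fold at 8 w. Of 33 other genes of glutathione metabolism 1 was higher, ANPEP, at 0.54 ± 0.09 (SE, adjusted p = 0.0290), none was lower, and 3 were higher and none was lower when adjusted over the list alone (list adjusted p = 0.100 from camera). The 3 genes of the paper had a list adjusted p of 0.386, and 2 were higher and 1 was lower when adjusted over the list alone, which is not independent evidence.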

The DE genes in the glutathione (GSH) metabolism pathway included glutathione S-transferase kappa 1 (GSTK1), glutathione transferase zeta 1 (GSTZ1, or maleylacetoacetate isomerase, MAAI) and glutamate-cysteine ligase, catalytic subunit (GCLC). GCL (glutamate cysteine ligase) is the rate-limiting enzyme of GSH synthesis process, and plays pronounced regulatory role in neuron system. Although it is unknown whether GCL functions in muscle development, the catalytic subunit GCLC was reported to be activated by insulin through PI3K/Akt/mTOR/Nrf2/GCLC pathway upon hyperglycemia-induced stress in human brain endothelial cells, whereby attenuating the hyperglycemia-induced apoptosis via maintaining cellular redox balance [45]. As it has been observed that broilers are insulin and hyperglycemia resistant [46], we proposed that GCLC would be a potential regulator in hyperglycemia resistance process for broiler chickens.

## Discussion

The genetic closeness and divergent muscle growth rates of broilers and layers make them great models for myogenesis study. At the time of hatch, the process of myofibre formation is nearly complete and the numbers of myofibres are fixed in different chicken breeds [2]. The postnatal growth of myofibres is mainly through the enlargement of cell size, a process also called hypertrophy. It has been shown that the sizes of myofibres are much larger in broilers than in layers. Although there have been several reports studying the physiological differences of skeletal muscle cells in broilers and layers, very limited knowledge is known about the underlining molecular mechanisms. In this work, we reported the transcriptome comparison of broiler and layer breast muscle cells at different developmental stages, and identified many genes and processes that might contribute to muscle hypertrophy and muscle mass control.

The skeletal muscle RNA samples used in this study expanded from posthatch 1 d to 8 w, which covered the period with most divergent muscle growth rates. The growth rates of both broilers and layers slowed down after posthatch 8 w. As expected, many muscle structure and development related genes were differentially expressed between broilers and layers. It is worth to note that genes encoding several slow-type muscle proteins had lower expression in broilers than in layers at 4 weeks, which is consistent with previous studies that more fast-type fibres (especially type-IIB) were accumulated in broilers than in layers. In general, type-II fibres have larger diameter and are easier to response to various stress induced muscle hypertrophy. Accumulation of type-II fibres might be a major contributor to the fast growth rate of broilers at 4 weeks. (Table 2).

The postnatal muscle growth was mainly contributed by muscle fibre hypertrophy resulting from satellite cell activation, proliferation, differentiation and fusion into the existing fibres. We found that the differential regulation of satellite cell activities might account a lot for divergent muscle growth of broilers and layers. Several growth factors and growth related genes, which play pivotal roles in regulating muscle growth and hypertrophy as strong stimulators or inhibitors of myoblast and satellite cell proliferation and differentiation, were differentially expressed between the two chicken breeds. In addition, we also identified several differentially expressed potential regulators for satellite cell proliferation and differentiation, including LIM-domain containing protein encoding genes *FHL2 *and *CSRP3 *[25,28], as well as skeletal muscle and tendon specific expressed *MUSTN1 *[32].

The microarray data also helped us to investigate the mechanisms of metabolic rate difference giving rise to divergent muscle growth and hypertrophy between broilers and layers. In our microarray data, many broiler and layer differentially expressed genes were classified into functional categories involved in metabolic processes. Genes encoding some glucose metabolic related enzymes (*PDHX*, *ALDH1A2*, *AER61*, *AOX1*) and fatty acid transportation and utilization related proteins (*FABP4 *and *FABP6*) expressed higher in broilers than in layers, whereas a fat break-down related enzyme thiolesterase B expressed higher in layers, suggested that different metabolic regulatory networks are indispensable for the differential growth rates between broilers and layers. The expression of 3-oxoacid CoA transferase 1 (*OXCT1*), a key enzyme of ketone body utilization, was higher in broilers than in layers. Skeletal muscle is one of the main target organs for ketone utilization. Previously published work showed that *OXCT1 *expression was increased during anaerobisis [47]. Since the breast muscles of broilers contain more glycolytic IIB myofibres than those of layers, broiler muscle cells are likely to prefer to utilize ketone bodies rather than fatty acids for aerobic metabolism. Feng Y *et al *found that OXCT1 is one of the most abundantly expressed proteins in human hepatocarcinoma cell line SMMC-7721 [48], indicated that OXCT1 might also function in cell proliferation and differentiation. Therefore, OXCT1 is not only an enzyme for ketone utilization, but also a cell cycle regulator for controlling satellite cell proliferation and differentiation thereby associated with muscle hypertrophy.

Additionally, muscle growth and hypertrophy can be modulated by the balance between muscle protein synthesis and degradation. Previously published works have shown that chicken strains selected for muscle growth degrade muscle proteins less rapidly than those selected for egg laying [17,18]. In our microarray data, we observed an overall lower expression of protein degradation related genes in broilers than in layers, indicating that more protein accumulation could be one reason for the larger body size of broilers.

It is worth to note that we found many growth or metabolic related genes whose expression pattern matched the growth curves of broilers, layers or both. Since the expression changes of these genes at different developmental stages positively or negatively correlated with the body weight change rate of broilers or layers, these genes might be important regulators of muscle cell growth. Here we only considered genes as independent players, there could be gene groups with additive effect so that the combination of their expression change curves also matched the growth curve of broilers or layers. Due to the intense computation requirements, such gene groups were not identified in the current study.

We also investigated pathways and gene regulatory networks that might involve in the developmental control of muscle divergence. Many metabolic pathways, including lipid metabolism and amino acid metabolism pathways, were found to be enriched of DE genes, thus might be significantly divergent between broilers and layers. As only 8.1% of genes in the chicken genome were mapped to KEGG pathways, most chicken KEGG pathways had very limited number of known genes. As a result, pathways with even a single DE gene could be found as significantly enriched of DE genes. Notably, in this analysis, we only included pathways with no less than 3 known genes, under which criterion 93% of chicken pathways were included.

## Conclusion

In summary, we performed a comprehensive analysis of gene expression differences in skeletal muscle cells between broilers and layers and found hundreds of differentially expressed genes, which provide systematic information for understanding the mechanisms of myogenesis and muscle mass control in chicken. These findings will also shed light on the study of muscle development in other organisms, including some human muscle related diseases. In addition, it is important to note that a substantial proportion of identified differentially expressed genes are functionally unknown cDNAs or ESTs without any annotation. The biological roles of these genes in the regulation of myogenesis await to be clarified with the development of chicken genome annotation and further functional gene studies.

## Methods

### Animals

Meat-type broilers (commercial Arbor Acres) and egg-type layers (White Leghorn) were obtained from China Agricultural University. All chickens were grown under conditions in accordance with the University's Animal Care and Use Committee policy. All chickens were kept in floor pens under the same temperature and lighting conditions. For the first two days after hatch, chickens were kept in floor pens at 35°C under constant light. From the post-hatching third day to 8 weeks, temperature was reduced from 35°C to 18°C in a stepwise manner and the lighting schedule was maintained at a 18 h light and 6 h darkness cycle. Both chicken lines were fed with the same commercial layer diet. All chickens were weighed weekly. At each time point (1 day, 2 weeks, 4 weeks, 6 weeks and 8 weeks), 5 randomly selected male individuals from each group were sacrificed for tissue sampling. *Pectoralis major *muscles were excised and immediately frozen in liquid nitrogen and then stored at -70°C.

### Total RNA preparation and microarray hybridization

Total RNA was isolated from breast muscle cells (Pectoralis major, Pm) using Trizol reagent (Invitrogen) according to the manufacturer's instructions. Twenty microgram total RNA was suspended in RNase-Free water with a final concentration of 1.5 *μ*g/*μ*l. Affymetrix Gene Chip microarray hybridization was carried out according to the Affymetrix Expression Analysis Technical Manual by GeneTech Biotechnology Limited Company (Shanghai, China). Array scanning and data extraction were carried out following the standard protocol.

### Identification of differentially expressed genes

The present genes (represented by probe-sets of Affymetrix Gene Chips^®^) of our microarray data were detected using Affymetrix MAS5 method implemented in Bioconductor packages. Present probe-sets were defined as present in samples of at least one examined time point and were used for all following studies. The expression value of each probe set was normalized and calibrated using the RMA method. Differentially expressed probe-sets between broilers and layers were identified by cutoff of fold-change ≥ 1.5 and p-value < 0.01 in ANOVA (Analysis of Variance) test. To assess the False Discovery Rate (FDR) of the DE gene result, a control expression sets were generated by randomly permuting the expression values of all arrays for each gene 500 times. As a result, the estimated FDR of our approach for detecting DE genes was 0.02%; such high specificity would mainly result from the relative large sample size (N = 30).

### Gene Ontology enrichment analysis and visualization

Gene Ontology enrichment analysis was performed using GOEAST software toolkit [49]. The significance level of GO term enrichment was set as FDR-adjusted p-value smaller than 0.1 by the Yekutieli method.

### Determination of gene expression traits (QTE) for chicken muscle growth

To model chicken muscle growth rate, the body mass of individual broiler and layer chickens was measured at different time points, ranging from 0 day to 7 weeks after hatch, with ~7 day intervals. Body mass was first fitted as a function of time after hatch, using the following logistic regression model:

$$W(t)=\frac{\bar{W}}{1+\left(\frac{\bar{W}}{W_{0}}-1\right)e^{-r(t-t_{0})}},$$

where *W*(*t*) is the body mass, *W*_0 _is the initial body mass immediately after hatch (at time *t*_0_), $\bar{W}$ is the maximum body weight limit, and *r *is the absolute growth rate, both $\bar{W}$ and *r *are unknown parameters. The average initial body mass of each chicken line was used as *W*_0_, $\bar{W}$ and *r *were calculated independently for broilers and layers by Gauss-Newton nonlinear least square regression. Then the absolute Growth Rate (GR) and the Natural Increase Rate (NIR) of chicken body mass could be calculated by

$$\begin{array}{l} GR(t)=\frac{dW}{dt}=\frac{r\bar{W}(\bar{W}/W_{0}-1)e^{-r(t-t_{0})}}{{\left[1+(\bar{W}/W_{0}-1)e^{-r(t-t_{0})}\right]}^{2}}\text{ and}\\ NIR(t)=\frac{1}{W}\frac{dW}{dt}=r\left[1-\frac{1}{1+(\bar{W}/W_{0}-1)e^{-r(t-t_{0})}}\right]. \end{array}$$

By the later function, the NIR of broilers and layers at each examined time point was obtained; these data were then used in company with the microarray expression data to identify significant QTE genes of broilers and layers by fitting the following simple linear model to each present gene *i*

*NIR*_*ij *_= β_*i*_*G*_*ij *_+ α_*i *_+ ε_*i*_,

where *NIR*_*ij *_and *G*_*ij *_is the NIR and log expression value for gene *i*at time point *j*, respectively; significant QTE genes were finally determined as those with significant β_ι _≠ 0 (p < 0.05, t-test).

### Analysis of pathways and regulatory networks for chicken muscle development

KEGG pathway [42-44] information was used in this analysis. Probeset IDs of each category were first mapped to NCBI Entrez gene IDs according to the Affymetrix Chicken Array annotation file, and then were mapped to KEGG gene IDs according to the KEGG gene cross-reference file. Pathways that significantly enriched of DE or QTE genes were identified by hypergeometric test using R packages (p < 0.1, FDR adjusted). Small pathways with < 3 known chicken genes were discarded. Graphical pathway maps were downloaded from the KEGG FTP server, DE genes and QTE genes were then high-lighted in them according to the coordinate description in XML files at the KEGG FTP server, using Perl GD, XML::Parser and XML::LibXML modules.

### Quantitative real time RT-PCR

PCR analyses were performed using the ABI Prism 7500 System. Real-time quantification was employed using SYBR Green PCR Master Mix (ABI). PCR primers were designed using AB PRISM Primer Express 2.0 software. To avoid amplification of contaminated genomic DNA, one of the two primers was placed at or just outside of the exon/exon junction. BLASTN searches were performed to confirm the gene specificity of the primer sequences. All primers for qRT-PCR were listed in Additional file 3. qRT-PCR was performed in triplicates with standard deviations of threshold cycle (CT) values not exceeding 0.5. After a general reverse transcription reaction, PCR analyses were performed in the 20 *μ*l amplification reactions containing 10 *μ*l of SYBR Green PCR Master Mix, 20 ng cDNA and 0.5 *μ*M of each primer at the following conditions: 95°C for 10 minutes for 1 cycle, 40 cycles at 95°C for 15 seconds and then at 60°C for 1 minute. Because postnatal 2 weeks to 4 weeks is the period that most divergent growth rate occur between broilers and layers, only RNA samples from postnatal 2 weeks and 4 weeks were used in the qRT-PCR experiment.

## Abbreviations

(IGF): Insulin-like growth factor; (PI3K): phosphatidylinositol 3-kinase; (mTOR): mammalian target of rapamycin; (AMPK): AMP-activated protein kinase; (ERK1/2): extracellular signal regulated kinase 1/2; (NF-kappa B): nuclear factor-kappa B; (PKC): protein kinase C; (*SS*): somatostatin; (*GHR*): growth hormone receptor; (*MYH7B*): myosin heavy chain 7B; (*TNNI1*): troponin I type 1; (*JNK1*): Janus kinase 1; (*P38*): serine/threonine kinase 38 like; (*INCENP*): inner centromere protein antigens; (*NDE1*): nudE nuclear distribution gene E homolog 1; (*MUSTN1*): musculoskeletal embryonic nuclear protein 1; (*CSRP3*): cysteine and glycine-rich protein 3; (*FHL2*): four and a half LIM domains 2; (*FGFR2*): fibroblast growth factor receptor 2; (*FGF16*): fibroblast growth factor 16; (*HS6ST2*): heparin sulphate 6-O-sulfotransferase 2; (HSPGs): heparan sulfate proteoglycans; (*MB*): myoglobin; (*CES1*): thiolesterase B; (*PDHX*): pyruvate dehydrogenase complex, component X; (*ALDH1A2*): aldehyde dehydrogenase 1 family, member A2; (*AER61*): glycosyltransferase AER61; (*AOX1*): aldehyde oxidase 1; (*FABP4*): fatty acid binding protein 4; (*FABP6*): intestinal 15 kda protein; (ELOVL 6): homolog, elongation of long chain fatty acids; (*PDK4*): pyruvate dehydrogenase kinase 4; (*OXCT1*): 3-oxoacid CoA transferase 1; (*COMT*): Catechol-O- -methyltransferase; (*FBXO22*): F-box proteins 22; (*FBXO30*): F-box proteins 30, (*UCH-L1*): ubiquitin carboxyl-terminal hydrolase isozyme L1; (*HERC4*): hect domain and RLD 4; (*HERC5*): hect domain and RLD 5; (*RNF12*): ring finger protein 12; (*AER61*): glycosyltransferase; (*FGF1*): fibroblast growth factor 1 (acidic); (*DKK3*): dickkopf homolog 3; (*EDNRA*): endothelin receptor type A; (*EDNRB*): endothelin receptor type B; (*PTCHD1*): patched domain containing 1; (*AER61*): glycosyltransferase; (LARGE): like-glycosyltransferase; (*ACTN3*): actinin, alpha3; (*MYBPC3*): myosin binding protein C, cardiac.

## Authors' contributions

YZ carried out the experimental design and performed the experiments and drafted the manuscript. QZ and YC carried out all the bioinformatics analysis and participated in the manuscript preparation. NY carried out animal care and tissue sampling. DZ and X-JW conceived of the study, and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Growth rates of broiler and layer chickens**. This figure presents the growth rates of broiler and layer chickens. The absolute growth rates (unit: Δg) and the Natural Growth Rates (unit: Δg/g) of broiler and layer chickens are shown as a function of days after hatch (DAH). Red lines, broilers; blue lines, layers; solid lines, absolute growth rate; dashed lines, Natural Growth Rates (NIR). Click here for file

Additional file 2 **Annotation and expression values of the 543 differentially expressed genes between broilers and layers**. This file provides the probe set annotations and expression values of the 543 differentially expressed genes at all examined time points. Click here for file

Additional file 3 **List differentially expressed genes between broilers and layers validated by qRT-PCR**. This file includes the information of differentially expressed genes confirmed by qRT-PCR. The primer sequences used for qRT-PCR are also included. Click here for file

Additional file 4 **Enriched GO terms among the 543 differentially expressed probe sets between broilers and layers**. This file includes the list of enriched GO terms among the 543 differentially expressed probe sets between broilers and layers, as well as the enrichment degree of each GO term. Click here for file

Additional file 5 **Differentially expressed genes in the chicken tyrosine metabolism pathway**. This file presents the differentially expressed genes in chicken tyrosine metabolism pathway. The differentially expressed genes within the tyrosine metabolic pathway are highlighted by red ellipses. Click here for file

Additional file 6 **List of genes with expression patterns correlated with the growth rates of broilers and/or layers (QTE genes)**. This file includes the list of genes with expression patterns correlated with growth rates of broilers and/or layers. The probe information, annotation and expression values of each gene are included. Click here for file

Additional file 7 **Comparison of enriched GOBP Terms for DE genes vs. common-QTE genes**. This file presents the enriched biology process GO terms of the differentially expression genes and the common QTE genes between broilers and layers. Red boxes, enriched GO BP terms for DE genes; Green boxes, enriched GO BP terms for common-QTE genes; Yellow, Shared GO BP terms for both DE-genes and common-QTE genes. The colour saturation degree is positively correlated with the significance of enrichment. Click here for file

Additional file 8 **Gene Ontology analysis of broiler specific QTE genes**. Enriched biological process GO terms are highlighted by yellow; the colour saturation degree is positively correlated with the significance of enrichment. Click here for file

Additional file 9 **Gene Ontology analysis of layer specific QTE genes**. Enriched biological process GO terms are highlighted by yellow; the colour saturation degree is positively correlated with the significance of enrichment. Click here for file

Additional file 10 **Enriched KEGG pathways among the 543 differentially expressed genes between broilers and layers**. This file lists the enriched KEGG pathways among the 543 differentially expressed genes between broilers and layers. Pathways with FDR less than 0.1 are included. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

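Breast muscle (Pectoralis major) of male Arbor Acres broilers and White Leghorn layers was measured at 1 d, 2 w, 4 w, 6 w and 8 w after hatch on 30 Affymetrix Chicken Genome Arrays. RNA of 5 males of a line was pooled at each age and the pool was hybridised to 3 arrays, so that there were 10 pools and each pool is 1 replicate. The authors normalized the arrays with RMA and deposited the resulting log2 values, and they used MAS5 for present calls. The versions of both are not given in the sources used here, and the present calls were not used here. The values are on a log2 scale, uncentred, with array medians between 4.08 and 4.19, and nothing further was done to them before the tests. No depth applies to arrays, and their number, over 10 pools, limits the precision.

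The table held 38535 probe sets, of which 96 controls were left out. The platform annotation gave 1 gene symbol for 27168 probe sets, several for 177 and none for 11094, and 26853 probe sets had a gene that was found in a RefSeq table of assembly GRCg7b, which was used for names only. Coordinates are alignments of the probe sets to the build WUSTL Gallus-gallus-2.1 in the annotation of the array, and not the bounds of genes. Genes with over 1 probe set numbered 7336. For these the probe set named by the study was used, and otherwise the one with the highest mean over all arrays. Additional file 2 was read for the first 301 of its 543 genes. The gene lists took the probe set with the highest mean throughout.

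The 3 arrays of a pool were averaged, and limma 3.58.1 in R 4.3.3 was fitted to the pool means with age as a factor and line, with an intensity trend in eBayes and Benjamini-Hochberg adjustment over all probe sets. Adjusted p under 0.05 was taken as the threshold, with the thresholds of the study, an unadjusted p under 0.01 and a change of at least 1.5-fold, beside it. A difference at 1 d from later ages was tested with a further term, the trend with age with a slope on days, and the relation to NIR, the relative growth rate of the study, with a slope within each line. NIR was read by eye from Fig. 6, from 0.11 to 0.014 in broilers and from 0.063 to 0.026 in layers. Single ages hold 1 pool of each line and were not tested alone. The term for 1 d takes its spread from the later ages and measures no spread between pools at 1 d. Gene lists of at least 3 genes, 39 in all, were tested with camera at a preset correlation of 0.01, 1 probe set per gene, with an estimated correlation and fry as alternatives.

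The genes named in the text are those that the study names in Tables 1 and 2, Figs. 3 to 6 and its text, the 15 largest average increases and 15 largest decreases at an adjusted p under 0.05 with 1 symbol and the same sign at all 5 ages, list members at an adjusted p under 0.05 or else the 3 with the largest difference, the 5 largest differences in each direction at each age, and the 10 largest slopes with age in each direction. The values printed in the study had been seen when this rule was written. The fits were tested on simulated data before use. For the difference between the lines, with 38439 probe sets, 99 of 100 probe sets changed by 1 on the log2 scale and 100 of 100 changed by 2 were recovered and 20 unchanged ones were called, 9.13% of the calls over both sizes at a nominal 5%. These were drawn at random and shifted equally at every age, so a gene that varies more between pools can be missed. For the difference at 1 d 51 of 100 changed by 1 and 98 of 100 changed by 2 were recovered and 11 unchanged ones were called, 6.88% of the calls over both sizes. Alternatives covered the unit of replication, the age term, normalization, filters on dim probe sets, the variance prior, the choice of probe set, each array number and each age left out.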

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

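The tests of explanations in this part were chosen after the result was seen.

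The difference between the lines at 1 d stood apart from that at later ages for 113 probe sets at an adjusted p under 0.05 from limma. Of 39 gene lists, 4 had 1 age whose median difference, broilers minus layers, lay far from that of the other 4 ages by Dixon's criterion, and chance gives about 1 in 20. The median of the glycolysis genes was -0.38 at 1 d. The median of the fatty acid synthesis genes was 0.11 at 2 w. The median of the cartilage and bone genes was -0.91 at 1 d, and that of the interferon response genes was -1.68 at 4 w. Each of these values compares 1 pool with 1 pool. So does the line difference at 1 d in the limma test, whose spread comes from the later ages.

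Of 21 cartilage and bone genes, 19 were higher in the layer pool than in the broiler pool at 1 d, 10 of them over 2-fold, with COL11A1 at 9.74 against 8.72 and COMP at 9.65 against 8.92 on the log2 scale as the most abundant. Of the 21, 0 are also in another of the lists and 7 were above the median probe set in the layer pools from 2 w on. With a lower share of muscle fibres in that pool, genes of fibroblasts, endothelium and nerve would be higher there. The median of 60 such genes was -0.076 relative to the broiler pool (95% interval over genes -0.13 to 0.031), so they were not higher. The interval measures the spread over genes and not over pools. A line difference in these genes could also hide a rise, so the share of fibres is not settled. A piece of cartilage or bone in that pool and a difference in development between the lines at 1 d both stay open and were not tested. Beyond the 3 members with the largest difference, 88.9% of the members, 16 of 18, were higher there than in the broiler pool and in the later layer pools, which restates the pattern and does not decide between them.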

How the results depend on the processing

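Chosen after seeing the data were 2 alternatives. The probe set nearest to the values of Tables 1 and 2 is given with the differences from the paper, and leaving out array 3 of the layer pool at 6 w gave 611 probe sets at an adjusted p under 0.05 against 520, 479 at the thresholds of the paper against 463 and 11 gene lists against 10. Where nothing else is said, the cause was not tested. The count of 520 was 3996 with the 30 arrays as independent samples, 3404 with the pool as a random block, 5059 with the age by line interaction on the arrays, 17 without the age term, 288 with at least 1.5-fold as well and 1213 at an adjusted p under 0.10. Leaving out an array number or an age gave 128 to 760, with 128 without 2 w, 168 without 4 w, 170 without 6 w, 215 without 8 w and 294 without array number 2. Of probe sets called in both, 0 had opposite signs under any of these settings. Where only the model changed, the balanced design keeps the line difference the same, so its sign could not turn. The other settings share most of their arrays, so this is not independent evidence. The share higher in broilers was 46.5%, and 42.4% with each array shifted to one median, 33.9% without 4 w and 64.7% without the age term. At the thresholds of the paper 463 became 235 without the age term. Of the genes the paper names, 20 passed, and 45 with independent arrays, 45 with the random block, 46 with the interaction, 1 without the age term, 13 without the intensity trend and 7 to 29 with an array number or age left out, at 8, 7, 8 and 10 without 2 w, 4 w, 6 w and 8 w. The 10 lists became 17 with independent arrays, 16 with the interaction, 0 with an estimated correlation (2 at an unadjusted p under 0.05) and 3 with fry. The 113 probe sets at 1 d became 746 with the random block, 8 among those above the median mean signal and 46 without the intensity trend.

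The array numbers were tried as a replicate block. The paper's text and the labels used here name no meaning of these numbers. Arrays of the same number deviated from their pools with a mean r of 0.132 (-0.386 to 0.527 over 135 pairs), those of different numbers with -0.066 (270 pairs), and 23 of 30 arrays correlated best with their own number, which is a hint from the data and not the design. With the replicate block on the 30 arrays the counts were 4412 for the lines, 45 for the genes of the paper, 16 for the lists and 1222 for 1 d.

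For NIR in broilers, in layers and in both, age in days gave 4232, 4044 and 1606, a strict rise or fall 1338, 1104 and 91, 15 independent arrays 7206, 6937 and 3200, the brightest 41% of probe sets, with fewer tested, 831, 712 and 183, and ordinary regression 142 in both. With an array number or age left out the ranges were 1076 to 3212, 980 to 2736 and 229 to 801, lowest without 6 w and highest without 2 w, and 289 were related in both without 8 w. The trend with age, 506, was 10703 with log2 of age, 0 with NIR from limma (3584 at an unadjusted p under 0.05, where chance gives 1922) and 62 to 3955 with an array number or age left out, at 62, 3955, 93 and 172 without 1 d, 2 w, 6 w and 8 w. The median R² within a pool was 99.1% on linear values and 96.6% for the brightest 41%. The median correlation of pools was 0.27 within and 0.10 between lines over all probe sets, and 0.95 and 0.81 without centring, against 0.61 and -0.41.

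Directions turned for few genes. With quantile normalization HERC5 was 0.0064 and the brightest LDB3 probe set 0.011, which was 0.024 without 1 d. The median over all probe sets of a gene was 1.44 for LDB3, -0.15 for BLB1, -0.018 for FBXO22, 0.016 for HERC4, -0.21 for SLC4A1AP and -0.047 for UCHL1. With it HS6ST2 newly passed at -0.76 (adjusted p = 0.0385), and ADIPOR2 at -0.49 (adjusted p = 0.126), ARNTL at -0.39 (adjusted p = 0.0828), GNPTAB at -0.16 (adjusted p = 0.702), GSTK1 at 0.52 (adjusted p = 0.104), MAP7D3 at 0.01 (adjusted p = 0.967), MITF at -0.12 (adjusted p = 0.756) and SCP2 at -0.33 (adjusted p = 0.190) no longer passed. With an array number or age left out the log2 difference ran from -0.071 to 0.053 for HERC5, -0.056 to 0.024 for LDB3, -0.051 to 0.18 for FGF2, -0.25 to 0.0074 for STK38L and -1.48 to 0.23 for PDK4, positive without 6 w. The adjusted p of the cartilage and bone list ran from 0.00408 to 0.603, the latter without 1 d and in the other direction. Among single genes, ages and lists, 3920 values under the other settings kept direction and side of the threshold, 270 no longer passed and 191 newly passed. Since present calls were not used here, a probe set near the background cannot be told from one that is not expressed.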

Differences from the paper's values

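The comparison with the probe set nearest to the printed values, and no other test here, was chosen after seeing the data. The paper relates 1205 genes to NIR in broilers and 2038 probe sets were found here. Of the alternatives set before the data were examined, a strict rise or fall (1338), the brightest 41% (831) and leaving out 6 w (1076) came within 1.5 times of the value of the paper, and the other 11 did not. For genes related in both lines the paper gives 115 and the count here was 438, where a strict rise or fall (91) and ordinary regression (142) came within that range and the other 12 did not. NIR was read by eye here, and all probe sets were tested where the paper took those called present. The 2 analyses therefore differ in their input as well.

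Signed fold changes of Tables 1 and 2 were compared for 36 genes at 5 ages, 180 values, of which 25 in 10 genes differed by more than the spread of the arrays. A negative value is higher in layers. For MYL2B at 4 w the fold was -58.02 in the paper against -65.3, and quantile normalization (-63.3) and leaving out array number 2 (-61.7) or 3 (-63.6) came within the spread, the others not. For FGFR2 at 1 d it was -1.31 in the paper against -1.13, and the shift to one median (-1.15), quantile normalization (-1.16) and leaving out number 1 (-1.19) or 2 (-1.21) came within it, the others not. For INSIG1 at 2 w it was 1.92 in the paper against 2.23, and the shift to one median (2.19) and leaving out number 2 (2.20) or 3 (2.18) came within it, the others not. For HERC5 at 1 d it was -1.02 in the paper against 1.11, and the shift to one median (1.10), the median of the arrays (1.09) and leaving out number 1 (1.02) came within it, the others not. For thiolesterase B it was -1.24 in the paper against -1.06 at 6 w, within the spread only when leaving out number 1 (-1.12), and 1.1 in the paper against -1.02 at 8 w, within it only when leaving out number 3 (1.04).

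None of the alternatives set before the data were examined brought the following values within the spread. LOC417663 at 4 w was -1.77 in the paper against -1.55, OXCT1 at 1 d 1.22 in the paper against 1.71 and INSIG1 at 8 w 1.3 in the paper against 1.45. Thiolesterase B was -5.16 in the paper against -1.34 at 1 d and -1.75 in the paper against -1.04 at 2 w. HS6ST2 was -3.07 in the paper against -1.24 at 1 d, -4.09 in the paper against -1.43 at 2 w, -1.51 in the paper against 1.00 at 4 w, -2.13 in the paper against 1.19 at 6 w and -3.1 in the paper against -1.04 at 8 w. HSD17B7 was 1.51 in the paper against 1.13 at 2 w, 1.68 in the paper against 1.12 at 4 w and 2.28 in the paper against 1.86 at 6 w. HERC5 was -8.77 in the paper against 1.06 at 4 w, -1.71 in the paper against 1.00 at 6 w and 1.07 in the paper against -1.18 at 8 w. FBXO22 was -2.2 in the paper against 1.15 at 2 w, -3.61 in the paper against 1.02 at 4 w and -2.24 in the paper against 1.01 at 6 w. With the probe set nearest to the values of the Tables, a setting chosen after seeing the values and searched over all probe sets, 3 of the 180 values differed. These are MYL2B at 4 w, ELOVL6 at 8 w (1.58 in the paper against 1.41) and INSIG1 at 1 d (1.13 in the paper against 1.02). It lands on a probe set of another gene symbol for ELOVL6, LOC417663 and thiolesterase B and on one with no symbol for HERC5. Of the genes of the Tables that passed the test over the 5 ages it drops 1, LOC417663 (adjusted p = 0.0548), and HS6ST2 passes with it (adjusted p = 0.0112).

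Of the 55 genes that the paper names, 20 passed an adjusted p of 0.05 here. The paper places UCHL1 higher in layers, from its arrays together with qRT-PCR at 2 w and 4 w. That qRT-PCR was not compared here. Over the 5 ages the probe set of UCHL1 here was higher in broilers at 0.91, with -0.047 as the median over its probe sets. It passed in the direction of broilers with the 4 fits on the arrays and without the pools of 1 d, and no setting called it higher in layers. The paper places HERC5 and FBXO22 higher in layers too, again from arrays and qRT-PCR together, and no setting run here called either. The probe sets nearest to the Tables, chosen after seeing the values, ran in the direction of the paper over the 5 ages without passing, at -0.77 ± 0.40 (SE, adjusted p = 0.440) for HERC5, lower in broilers at 4 of 5 ages, and -0.75 ± 0.27 (SE, adjusted p = 0.240) for FBXO22 (unadjusted p = 0.0217), lower at 3. The slow-type genes TNNI1, MB, MYL3, MYH7B and MYL2B, CSRP3, FBXO30 and HSD17B7 did not pass over pools, averaged over the 5 ages, but ran in the direction of the paper. The paper states the difference of CSRP3 at 4 w, and for slow-type genes it also has qRT-PCR at 2 w and 4 w, which was not compared here. All of these genes passed with the arrays as independent samples, with the pool as a random block, with the replicate block and with the interaction on the arrays. FGFR2, MUSTN1, FABP4, FABP6, AOX1 and INSIG1 passed under the same settings and without the pools of 1 d, FABP6 and INSIG1 also without array number 3, and INSIG1 also without array number 2 and with quantile normalization. DKK3 passed under those settings on the arrays, without array number 3 and among the brightest 41% of probe sets. PDK4 passed with the interaction on the arrays. CA4, calponin alpha, EDNRB, FGF1, FGF16, GCLC, GSTZ1, MBP and UGT8, which the paper names too, did not pass over pools and passed with the 4 fits on the arrays, EDNRB, FGF16, GCLC, MBP and UGT8 also without the pools of 1 d and CA4 also without array number 1. With the median over all probe sets of a gene, HS6ST2 passed at -0.76 (adjusted p = 0.0385 from limma) and LDB3 at 1.44 (adjusted p = 0.00413). The genes at the thresholds of the paper number 543 in the paper and 463 here, and 544 with a 2-way ANOVA of the arrays that holds the interaction, 404 with a 1-way ANOVA of line on the arrays and 235 with line alone on the pools. The paper tested probe sets called present, while these counts are over all 38439 probe sets, so the sets are unlike. Among the brightest 41% of probe sets the fit on the pools gave 353. For the arrays of a pool the paper states an R² above 99.8%, and here the median over pairs was 98.2% on the log2 scale and 99.1% on the linear scale.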

Other observations

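Tests chosen after the result was seen in this part are the splits of the pools for the thresholds of the paper and for the gene lists.

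Markers of endothelial cells were higher in broilers as a list and those of nerve and Schwann cells lower. Of 22 endothelial genes 19 had a higher mean in broilers, with a median log2 difference of 0.15 (adjusted p = 0.00225 from camera, and adjusted p = 0.634 with an estimated correlation). Over all probe sets CD248 was the only member of the list that passed, at 0.71 ± 0.14 (SE, adjusted p = 0.0461). Whether its signal comes from endothelial cells was not tested. When adjusted over the list alone 7 were higher and 1 was lower. Of 13 genes of nerve and Schwann cells 2 had a higher mean in broilers, with a median of -0.20 (adjusted p = 0.00225, and adjusted p = 0.715 with an estimated correlation). FOXD3, a transcription factor of the neural crest, was lower at -0.95 ± 0.13 (SE, adjusted p = 0.0150), and 1 was higher and 3 were lower when adjusted over the list alone. Of 21 cartilage and bone genes none passed, with a median of -0.21 (adjusted p = 0.0474, and adjusted p = 0.872 with an estimated correlation). The former leans on lists chosen by the paper, which rank ahead of it in the same adjustment. The median was -0.91 at 1 d and -0.019 to 0.11 at later ages, and without the pools of 1 d the adjusted p was 0.603 in the other direction. Without array number 3 it was 0.0768. Of 25 fibroblast and matrix genes MXRA5 was higher at 0.63 ± 0.08 (SE, adjusted p = 0.0119), and 6 were higher and none was lower when adjusted over the list alone. That list had an adjusted p of 0.364 from camera.

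Of 17 circadian genes ARNTL, a core activator of the clock, was lower in broilers at -0.53 ± 0.10 (SE, adjusted p = 0.0360), as was NFIL3, ARNTL did not pass with the median over its probe sets at -0.39 (adjusted p = 0.0828), and the list had an adjusted p of 0.0663 from camera. MITF, a transcription factor of melanocytes, was lower at -1.02 ± 0.15 (SE, adjusted p = 0.0156) for 1 probe set, with -0.12 (adjusted p = 0.756) for the median over its 5, while of 15 melanocyte genes 10 had a higher mean in broilers, with a median of 0.019, a mean of -0.038 and an adjusted p of 0.881 in the direction of broilers. CRYAB, a small heat shock protein, was lower at -0.61 ± 0.08 (SE, adjusted p = 0.0141), and of 25 heat shock and immediate early genes 15 had a higher mean in broilers (list adjusted p = 0.808). NSFL1C, a cofactor of the AAA ATPase p97, was 2.70-fold lower in broilers (log2 difference -1.43 ± 0.10 SE, adjusted p = 0.00154), and GNPTAB, an enzyme of lysosomal targeting, had a log2 difference of -1.54 ± 0.16 (SE, adjusted p = 0.00492) for 1 probe set and -0.16 (adjusted p = 0.702) for the median over its 5. With age over both lines, IGLL1, an immunoglobulin light chain gene, and JCHAIN, which joins immunoglobulin polymers, rose by 0.44 and 0.38 log2 per week (adjusted p = 0.00583 and 0.0241 from limma), while IGF2BP3, an RNA binding protein of fetal tissue, fell by 0.48 (adjusted p = 0.0132).

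For the 520 probe sets, 1 of 100 splits of the 10 pools into 5 and 5, the real one, called as many and the highest other called 80, but 87 of the other 99 give both pools of some ages one label, which weakens the contrast, so that these splits do not decide whether chance can be excluded. For the thresholds of the paper they decide nothing either, since the others among the 9 that reached the real count of 463, up to 557, hold the real difference between the lines at 1 or 3 ages and none at the rest, and the highest of the 60 splits that mix directions gave 175. Chance cannot be excluded for the lists, where 21 of 100 splits reached the real 10, 9 of them among those 60, and the highest other gave 13. Splits that keep 1 pool of each label at every age number 16, too few for a share under 0.05, with 520, 463 and 10 for the real one, 1, 1 and 6 splits as high, the real one included, and 1, 175 and 13 for the highest other. Sequence variants of a line under single probe sets are argued against as the whole cause, since 80.5% of second probe sets, 214 of 266 genes, had the sign of the called one (exact 95% interval 75.2% to 85.0%).

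The 5 slow-type genes of the paper lay above the mean of the 2 w and 6 w layer pools in the layer pool at 4 w by a median of 3.52 (1.63 to 4.90) on the log2 scale, and MB and MYL2B were high in the layer pool at 6 w as well, 6.80-fold and 5.66-fold lower in broilers there. A piece of slow muscle in the layer pool at 4 w is a candidate explanation, tested on 15 other slow fibre genes, whose median was 0.20 (-0.35 to 1.31, 95% interval 0.042 to 0.56). The median lies below that of the 5 genes, but its interval passes the bound set before the result was seen, and TNNC1 and CASQ2 of the 15 stood at 12.82 and 12.15 at 2 w already, so that a small piece and a change within the muscle cannot be told apart. Whether the birds of that line and age differ was not tested, since there is 1 pool. Interferon response genes stood apart at 4 w as well, with a median of -1.68, broilers minus layers. W-linked genes differed between the 10 pools of males by at most 0.49 on the log2 scale. Of 15 such genes 4 had a probe set, with mean log2 signals of 2.08 to 4.24, near or below the array medians. No female sample shows whether these probe sets respond to W-linked RNA, so they do not decide whether some pools hold RNA of females.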
